# Deletion of neuronal *Idol* ameliorates Alzheimer's disease–related pathologies via APOE receptors

**DOI:** 10.1002/alz.70949

**Published:** 2025-12-12

**Authors:** Hande Karahan, Kelly Hartigan, Md Mamun Al‐Amin, Sutha K. John, Brianne McCord, H. R. Sagara Wijeratne, Dominic J. Acri, Daniel C. Smith, Luke C. Dabin, Hannah M. Rondon Cordero, Byungwook Kim, Do‐Hun Lee, Jungsu Kim

**Keywords:** Amyloid beta, APOE, APOER2 (LRP8), IDOL (MYLIP), LDLR, VLDLR

## Abstract

**INTRODUCTION:**

Overexpression of the low‐density lipoprotein receptor (LDLR) is known to decrease apolipoprotein E (APOE) levels and alleviate amyloid beta (Aβ) pathology. We hypothesized that inhibiting the Inducible Degrader of LDLR (IDOL), an enzyme that ubiquitinates LDLR for degradation, would increase endogenous LDLR levels and attenuate amyloid pathology.

**METHODS:**

To investigate the cell‐type–specific role of IDOL, we generated *Idol* conditional knockout mice on an Aβ‐amyloidosis mouse model and performed biochemical, histological, and multi‐omics analyses.

**RESULTS:**

We demonstrated that neuronal, but not microglial, *Idol* deletion reduced amyloid accumulation and altered brain LDLR and APOE levels, indicating the critical role of neuronal IDOL‐LDLR in amyloid pathology. In addition, neuronal *Idol* deletion increased the levels of Reelin receptors important for synaptic function, and single‐nuclei RNA sequencing revealed significant changes associated with synaptic organization.

**DISCUSSION:**

Neuronal IDOL, but not microglial IDOL, plays a key role in Alzheimer's disease pathogenesis by regulating the levels of brain APOE receptors.

**Highlights:**

- Neuronal, but not microglial, *Idol* deletion reduces amyloid burden and modulates brain APOE and LDLR levels.
- Deletion of neuronal *Idol* increases the levels of APOER2 and VLDLR, the Reelin receptors, in the brain.
- Single‐nuclei RNA sequencing highlights the neuronal IDOL's impact on inhibitory neurons and synaptic organization.
- Targeting neuronal IDOL may provide multiple therapeutic benefits in Alzheimer's disease by modulating APOE receptors.

## 1 BACKGROUND

Advances in human genetics studies have led to the discovery of numerous genetic risk factors associated with late‐onset Alzheimer's disease (AD). However, apolipoprotein E (*APOE*) genotype remains the strongest known risk factor.^1^ This has led to a growing interest in understanding the role of APOE in the brain and its impact on AD pathogenesis. These efforts have resulted in identifying multiple mechanisms by which APOE influences AD‐related pathologies, including amyloid beta (Aβ) accumulation, tauopathy, neuroinflammation, and synaptic impairment.^2^ While the *APOE* ε4 isoform was identified as the greatest genetic risk factor for AD, the abundance of the APOE protein was also demonstrated to affect AD pathology. Both genetic deletion and pharmacological reduction of APOE reduced Aβ deposition in mouse models of AD.^3^, ^4^, ^5^, ^6^, ^7^, ^8^, ^9^ Of note, loss‐of‐function mutations in *APOE* delayed the onset of AD, regardless of the *APOE* genotype.^10^, ^11^ Therefore, we hypothesize that reducing APOE levels and identifying its endogenous regulators could generate new intervention opportunities for AD.

The APOE protein primarily mediates lipid transport in the brain.^12^ Although mainly secreted by astrocytes, *APOE* is also expressed in microglia, neurons, and oligodendrocytes, particularly under injury and degenerative conditions.^2^, ^13^ APOE binds to cell surface receptors, such as low‐density lipoprotein receptor (LDLR), LDLR‐related protein 1 (LRP1), very low‐density lipoprotein receptor (VLDLR), and apolipoprotein E receptor 2 (APOER2 or LRP8).^2^, ^14^, ^15^ Modulating these receptors affects Aβ pathology. For example, *Ldlr* overexpression markedly reduces amyloid plaque deposition.^16^ Because APOE co‐localizes with Aβ,^17^ the reduced amyloid deposition in *Ldlr*‐overexpressing mice may stem from the interaction between APOE and Aβ and their subsequent uptake via these receptors. Indeed, overexpression of *Ldlr* decreased both APOE and Aβ levels by enhancing Aβ clearance in amyloidosis mouse models.^16^, ^18^ These findings suggest that increasing brain LDLR levels could reduce APOE and Aβ, offering a potential therapeutic strategy for AD.

To increase endogenous LDLR levels, we targeted the inducible degrader of LDLR (IDOL, also known as MYLIP). IDOL is an E3 ubiquitin ligase that ubiquitinates LDLR, thereby triggering its lysosomal degradation.^19^ Our prior work using a conventional global *Idol* knockout (KO) model demonstrated that *Idol* deletion was sufficient to increase endogenous LDLR levels, coinciding with reduced amyloid plaque burden and neuroinflammation in an Aβ‐amyloidosis mouse model.^20^ However, because this approach targeted all cell types in every tissue, the cell type–specific mechanisms underlying amyloid reduction remained unknown. In this study, we aimed to identify the cellular mechanisms underlying the beneficial effects of *Idol* deletion in the context of Aβ deposition. Because *Idol* is expressed predominantly in microglia and neurons in the brain,^20^ we generated microglia‐ and neuron‐specific *Idol* KO mouse models and crossbred these mice with the 5XFAD Aβ‐amyloidosis model to investigate the cell type–specific contribution of *Idol* deletion to AD pathology. Here we demonstrate that neuronal, but not microglial, *Idol* deletion decreases Aβ levels. Furthermore, we performed biochemical, transcriptomic, and proteomic analyses to identify potential underlying mechanisms. Our findings indicate that the neuronal IDOL plays an important role in Aβ accumulation, gliosis, and the regulation of inhibitory neurons involved in synaptic organization via LDLR and Reelin receptors.

## 2 METHODS

### 2.1 Mice

5XFAD mice^21^ (Stock# 34840‐JAX), *Idol^f/f^* (also known as *Mylip^f/f^*)^22^ (Stock# 034728, generated by Dr. Peter Tontonoz, HHMI), *Cx3cr1‐CreERT2* ^23^ (Stock# 021160), and *Camk2a‐Cre* ^24^ (Stock# 005359) were purchased from The Jackson Laboratory. To generate microglial *Idol* KO mice, 5XFAD mice were crossed with *Idol^f/f^* and *Cx3cr1‐CreERT2* mice. Offspring were administered tamoxifen (75 mg/kg, intraperitoneally [i.p.]) once daily for 5 consecutive days at 1.5 months of age to induce microglial *Idol* deletion in 5XFAD mice (denoted as 5XFAD;MG cKO). Littermate 5XFAD controls received corn oil (vehicle). For neuronal *Idol* deletion, 5XFAD mice were crossed with *Idol^f/f^* and *Camk2a‐Cre* mice. We collected the brain tissues from 5XFAD;MG cKO, neuronal *Idol* KO 5XFAD mice (referred to as 5XFAD;Neu cKO), and 5XFAD littermate controls at 4 months of age, the age that we can reliably detect pathological changes as well as observe the expected beneficial effects without overwhelming pathology. Female mice were used in all experiments, as females exhibit more pronounced amyloid pathology in the 5XFAD model.^21^ In addition, we performed power analyses using our previously published data from 4.5‐ and 8‐month‐old 5XFAD mice to identify the cohort with the least variability.^25^, ^26^ These analyses identified that female mice showed less variability in pathological measures. Sample sizes were determined based on the statistical power calculations from our experience and other studies in the literature.^21^, ^26^, ^27^ Using a standard deviation (SD) of 150, an effect size of 60% for insoluble Aβ42 levels, a power of 0.8, and p < 0.05, we aimed to generate 12 mice per genotype. The order of animals was randomized for each experiment. The researchers were blinded during the quantification of histology samples. Figure legends contain sample sizes and statistical tests used. Animals were housed under standard conditions with ad libitum access to food and water. All procedures were approved by and conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee at Indiana University (18076).

**RESEARCH IN CONTEXT**

1. **Systematic review**: The authors reviewed the literature on apolipoprotein E (*APOE*), the strongest genetic risk factor for Alzheimer's disease (AD), and its receptors implicated in disease pathogenesis. Prior research establishes that increasing APOE receptors mitigates AD pathology. However, direct pharmacological upregulation of these proteins remains challenging. Therefore, targeting endogenous negative regulators of these receptors, such as IDOL may offer new therapeutic strategies for AD.
2. **Interpretation**: We demonstrate that deletion of neuronal, but not microglial, *Idol* reduces amyloid accumulation and alters levels of brain APOE and its receptors. Our findings suggest that inhibiting neuronal IDOL may offer multiple therapeutic benefits in AD by reducing amyloid burden and gliosis while enhancing synaptic health.
3. **Future directions**: Future research should determine whether neuronal IDOL inhibition can therapeutically alter AD pathologies and cognitive outcomes and clarify its broader impact on disease progression.

### 2.2 Brain sample preparation

Mice were deeply anesthetized with Avertin (250 mg/kg, i.p.) and transcardially perfused with cold phosphate‐buffered saline (PBS). Brains were rapidly removed, and the left hemisphere was fixed in 4% paraformaldehyde at 4°C for 24 h for subsequent histological analysis. Fixed tissues were embedded in paraffin and sectioned at the Histology Core of the Indiana University School of Medicine. Five‐µm‐thick coronal sections were mounted onto microscope slides and stored at room temperature. The right hemisphere was dissected to isolate cortex and hippocampus and immediately frozen in dry ice. These samples were stored at –80°C until further biochemical experiments.

### 2.3 Protein extraction and Western blotting

Sequential protein extraction was performed on cortex and hippocampus samples using PBS, radioimmunoprecipitation assay buffer (RIPA), and 5 M guanidine buffer, supplemented with protease and phosphatase inhibitors, as we described previously.^26^ Protein concentrations in the RIPA fractions were determined using the Pierce Bicinchoninic Acid (BCA) Protein Assay kit (ThermoFisher Scientific, 23225). Protein lysates were mixed with 4X sodium dodecyl sulfate (SDS) loading dye and incubated at 95°C for 5 min. Equal amounts of protein (10 µg) were loaded onto 4%–20% TGX gels (Bio‐Rad, Cat #5671095), separated by gel electrophoresis, and transferred onto polyvinylidene difluoride (PVDF) membranes. The membranes were probed with antibodies against LDLR (MBL, JM‐3839‐100, 1:2000), APOE (Abclonal, A16344, 1:1000), APOER2 (Abcam, ab108208, 1:1000), VLDLR (R&D Systems, AF2258, 1:1000), or β‐actin (Sigma, A1978, 1:20,000). Signals were visualized using a chemiluminescence detection kit (Lumigen). Band intensities were quantified by densitometry using ImageJ software (National Institutes of Health [NIH]). Results were normalized to glyceraldehyde 3‐phosphate dehydrogenase (GAPDH) or β‐actin levels and expressed as fold‐change relative to 5XFAD.

### 2.4 Electrochemiluminescence assay for Aβ detection

For Aβ40 and Aβ42 detection, V‐PLEX Plus Aβ Peptide Panel 1 (6E10) Kit (Meso Scale Discovery, K15200E) was used. Insoluble Aβ40 and Aβ42 levels were measured in the guanidine fraction, and soluble Aβ40 and Aβ42 levels were measured in the RIPA fraction of the brain lysates following the manufacturer's instructions. Signals were measured on a MESO QuickPlex SQ 120 imager (Meso Scale Discovery).

### 2.5 Immunohistochemistry

Coronal brain sections were first deparaffinized and subjected to antigen retrieval using 1X immunohistochemistry (IHC) antigen retrieval solution (ThermoFisher, 00‐4955‐58) in a 70°C water bath. For 3,3'‐Diaminobenzidine (DAB) immunohistochemistry, slides were treated with 0.3% hydrogen peroxide, then blocked with tris‐buffered saline (TBS) containing 3% milk and 0.25% Triton‐X at room temperature for 30 min. The sections were incubated overnight at 4°C with an anti‐Aβ 82E1 antibody (IBL‐AMERICA, 10323, 1:500) in blocking solution, followed by a 1 h incubation at room temperature with a biotinylated goat anti‐mouse secondary antibody (Vector Laboratories, BA‐9200, 1:400). Antibody binding was visualized with Vectastain ABC Elite (Vector Laboratories, PK6100) and DAB peroxidase (horseradish peroxidase) substrate kits (Vector Laboratories, SK‐4100), following the manufacturer's instructions. After staining, sections were dehydrated through increasing concentrations of ethanol (50%–95%), cleared in xylene, and mounted with Permount mounting medium (Fisher Scientific, SP15100).

For fibrillar plaque detection, sections were permeabilized with 0.25% Triton X‐100 in PBS for 30 min at room temperature on a shaker and then incubated with 0.01 mM X‐34 dye (Sigma, SML1954) in a staining buffer containing 40% ethanol and 0.02N NaOH in PBS for 20 min. After rinsing with a washing buffer (40% ethanol in PBS) and PBS, coverslips were applied using Aqua‐Poly mounting medium (PolySciences Inc., 18606).

For immunofluorescence staining, sections were blocked with PBS containing 5% normal donkey and normal goat serum for 1 h at room temperature and then incubated overnight with either anti‐ionized calcium‐binding adaptor molecule 1 (IBA1) (Abcam, Ab178846, 1:1000) or anti‐glial fibrillary acidic protein (GFAP) (ThermoFisher, 13‐0300, 1:1000) antibodies in blocking solution. The following day, sections were incubated for 2 h at room temperature with Alexa Fluor 568‐conjugated goat anti‐rabbit (ThermoFisher, A11036, 1:1000) or Alexa Fluor 488‐conjugated donkey anti‐rat (Jackson ImmunoResearch, 712‐545‐150, 1:1000) secondary antibodies, and finally mounted with Aqua‐Poly/Mount medium.

### 2.6 Quantification of immunohistochemistry data

Images were captured on a digital pathology slide scanner (LEICA Biosystems, Aperio VERSA). Staining was quantified using Fiji (ImageJ, NIH) and CellProfiler 3.1.9 (Broad Institute). The average of three sections from different anatomic coordinates (150 µm distant) was used to represent plaque, IBA1+, or GFAP+ area for each mouse. The number of plaques was normalized by the total area of the analyzed region.

### 2.7 Protein preparation and liquid chromatography–mass spectrometry (LC‐MS)

Posterior cortical tissues from 5XFAD;Neu cKO and 5XFAD mice were used for proteomics analysis (N = 8/genotype). Sample processing for proteomics was done similarly to previously published work.^28^ A total of 80 µg of protein was treated with 5 mM tris(2‐carboxyethyl)phosphine and 10 mM chloroacetamide. Samples were digested with Lys‐C for 12 h at 37°C, treated with PNGase F (New England BioLabs, P0705L), and digested with Trypsin Platinum (Promega, VA9000) and quenched with trifluoroacetic acid.^29^, ^30^ The peptides were desalted with Waters Sep‐Pak Vac cartridges, dried, and resuspended in 50 mM triethylammonium bicarbonate. Fifty micrograms of peptides from each sample were labeled with 0.5 mg of TMTpro (Thermo Fisher Scientific, A44520).^30^ The labeling reaction was quenched with 0.3% hydroxylamine, multiplexed, dried, desalted, resuspended with 0.1% formic acid and 70% acetonitrile, and lyophilized. Lyophilized peptides were fractionated with Thermo UltiMate 3000 HPLC using 10 mM ammonium formate, pH 10 in water (buffer A) or 95% acetonitrile (buffer B). Fractions were collected at 1 mL/min for 110 min, interval concatenated into 48 fractions, dried, and resuspended in 80 µL of 0.1% formic acid prior to LC‐MS.^31^, ^32^, ^33^ Nano‐LC‐MS/MS analyses were performed on an EASY‐nLC HPLC system (Thermo Fisher Scientific) coupled to Orbitrap Eclipse Tribrid mass spectrometer (Thermo Fisher Scientific) with a high‐field asymmetric ion mobility spectrometry (FAIMS) Pro Interface (Thermo Fisher Scientific) at a compensation voltage of −50 V. Each fraction was loaded onto a reversed‐phase Aurora Ultimate C18 ultra‐high performance liquid chromatography (UHPLC) column (IonOpticks, AUR3‐25075C18) at 400 nL/min. Peptides were eluted from 6% to 34% with mobile phase B (80% acetonitrile with 0.1% formic acid). The mass spectrometer method was operated in positive ion mode with a 4 s cycle time data‐dependent acquisition method with advanced peak determination and Easy‐IC (internal calibrant). The data were recorded using Thermo Fisher Scientific Xcalibur 4.3 software.

### 2.8 Proteome analysis

The resulting RAW files were analyzed in Proteome Discover 2.5 (Thermo Fisher Scientific) with *Mus musculus* UniProt Reference Proteome FASTA (Proteome ID: UP000000589, downloaded on 07/2021) plus common contaminants. SEQUEST‐HT searches were conducted with a maximum number of three missed cleavages; precursor mass tolerance of 10 ppm; and a fragment mass tolerance of 0.02 Da. Static modifications used for the search were (1) carbamidomethylation on cysteine residues; and (2) TMTpro label on lysine (K) residues and the N‐termini of peptides. Dynamic modifications used for the search were TMTpro label on deamidation of asparagine; oxidation of methionine, phosphorylation on serine, threonine, or tyrosine; and acetylation, methionine loss, or acetylation with methionine loss on protein N‐termini. TMT ion intensities were normalized by total peptide amount with no scaling. Quantification methods utilized lot‐specific TMTpro isotopic impurity levels available from Thermo Fisher Scientific. The mean abundances within each genotype, fold‐change, and *p*‐values from the *t*‐test were calculated. Data shown for each protein are the mean abundance value of 5XFAD;Neu cKO samples divided by the mean abundance value of 5XFAD mean normalized abundance value ratios as the fold‐change.

### 2.9 Total RNA extraction and quantitative polymerase chain reaction (qPCR)

Total RNA was extracted from cortical tissues using TRI Reagent (MRC, TR 118). The concentration and quality of RNA were determined using the Nanodrop 2000 Spectrophotometer (Thermo Fisher). For qPCR, messenger RNAs (mRNAs) were reverse transcribed with High‐Capacity cDNA Reverse Transcription kit (Applied Biosystems). qPCR was performed in QuantStudio 3 using the default thermal cycling conditions with Power SYBR (Applied Biosystems) with the following primers: *Mylip* forward primer, CAACCAGAACACCGCCCAATA; and reverse primer, CAGCTCCTTATGCTTCGCAAC. Mouse *Gapdh* endogenous control was used as a normalization reference. Relative mRNA levels were calculated by the comparative Ct method.

### 2.10 Bulk RNA‐seq library preparation and sequencing

#### 2.10.1 Sequencing read alignment

RNA sequencing was outsourced to Lexogen Inc. (Austria). The QuantSeq 3′ mRNA‐Seq for Illumina FWD kit (version 015UG009V0252) was used, and libraries were sequenced on an Illumina NextSeq 500 using the 75 bp single‐read kit. Processing of the FastQ files was performed according to the “QuantSeq 3‘ mRNA‐Seq Integrated Data Analysis Pipelines on BlueBee Genomics Platform” user guide on the Indiana University high‐performance computing system Carbonate. All steps were performed using the parameters suggested by Lexogen in the above‐mentioned user guide, as described previously.^26^ In short, adapter sequences and the poly(A) tails were trimmed using the bbduk function in bbtools v. 38.72.^34^ FastQC v.0.11.5 was used to determine the quality of trimmed reads. The indexed mouse reference genome was generated using STAR v.2.7.3a,^35^ and we used both the mouse reference genome GRCm39 v103 and the mouse annotations files from Ensembl.^36^ STAR v.2.7.3a was used to map the trimmed reads to the indexed mouse reference genome, and samtools v1.10^37^ was used to index the bam files. Finally, the gene‐counting matrix was generated using the htseq‐count function in HTSeq v.0.12.3 with Python v.3.6.^38^

#### 2.10.2 Differential gene expression analysis

Differential gene expression analysis was performed on the resulting gene read count files using DESeq2 in R v.4.0.4.^39^ In short, a DESeq dataset was created using the DESeqDataSetFromHTSeqCount function with the design argument ∼ group (5XFAD;Neu cKO). Genes with a total read count of less than or equal to 10 were removed from the dataset. Results were plotted using the ggplot2 package.^40^

### 2.11 Single‐nuclei RNA‐seq analysis

#### 2.11.1 Single‐nuclei RNA library preparation

Nuclei from frozen posterior cortical tissue from female 5XFAD and 5XFAD;Neu cKO (N = 2/genotype) were isolated using the Singulator 100 (S2 Genomics).^41^ Briefly, frozen brain samples were added to precooled Nuclei Isolation Cartridges (S2 Genomics, 100‐063‐623) along with RNAse inhibitor (1U/µL; Roche, 03335402001) and loaded into the Singulator 100 to run on Standard Nuclei Isolation Protocol v2. The nuclei suspensions were transferred to conical tubes and pelleted at 500 g for 5 min at 4°C. Once pelleted, the supernatant was aspirated, and the pellets were resuspended in 20% Percoll (100‐253‐628; S2 Genomics) diluted in Nuclear Storage Reagent (NSR; 100‐063‐623; S2 Genomics). The samples were centrifuged at 700 g for 8 min at 4°C. The nuclei were washed with the Resuspension Buffer (2% bovine serum albumin [BSA] in NSR), spun down at 500 g for 5 min at 4°C, and resuspended in the Resuspension Buffer. The number and viability of the cells were measured using trypan blue staining and observed with an EVOS XL Core microscope. Each single‐cell mix was loaded into a Chip G and run on the Chromium Controller for GEM generation and barcoding. Sample processing and library preparation were performed according to the manufacturer's instructions using the Chromium Next GEM Single Cell 3′ v3.1 dual index kit (10X Genomics) and SPRIselect paramagnetic bead‐based chemistry (Beckman Coulter Life Sciences). The cDNA and library quality were assessed using the 2100 Bioanalyzer and a High Sensitivity DNA kit (Agilent Technologies). The final library concentration was determined using a QuBit Fluorometer and the dsDNA HS assay kit (Thermo Fisher Scientific). Sequencing was carried out on a NovaSeq 6000 (v1.5 S2; Illumina) with 28‐10‐10‐91 read setup with a targeted depth of 50,000 reads per nucleus.

#### 2.11.2 Single‐nuclei RNA sequencing data analysis

Processing of the sequencing data was performed with the cellranger pipeline (v7.1.0, 10X Genomics). The filtered feature‐cell barcode matrices (including the hashtag count matrix) generated by CellRanger were loaded into SoupX (v1.6.2)^42^ in RStudio (2024.12.0) running R (v4.4.0) and cleaned using default settings. Cleaned data were then loaded into Seurat (v5.0.3).^43^ During quality control, cells with >1% mitochondrial reads or unique reads below 200 were excluded from analysis, leaving 24,610 nuclei from the 2 5XFAD samples and 23,761 nuclei from the 2 5XFAD;Neu cKO samples. Data were normalized using SCTransform (v0.4.0), and UMAP dimensional reduction and clustering were performed using the first 30 principal components and a resolution of 0.5. Cluster annotation was performed using the Seurat FindMarkers function and was manually annotated based on marker expression in conjunction with EnrichR 3.2.^27^, ^44^, ^45^ A difference in the proportion of cells per cluster was performed using the R package Speckle (1.4.0).^46^ Differential gene expression analysis was performed using a Model‐based Analysis of Single‐cell Transcriptomics (MAST; v1.30.0)^47^ function, with regression of percent ribosomal RNA, percent mitochondrial RNA, and read depth. CellChat (v2.1.0)^48^ was used to infer inter‐cluster signaling using default package settings. Pathway and network analyses were performed using the MetaCore software.

### 2.12 Quantification and statistical analysis

Statistical analyses were performed using GraphPad Prism 10 (GraphPad Software). An unpaired Student's *t*‐test was performed for the comparison of two groups. *p*‐values less than 0.05 were considered significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data were represented as mean ± standard error of the mean (SEM). Sample sizes and statistical analyses for each experiment were indicated in the figure legends.

## 3 RESULTS

### 3.1 Neuronal *Idol* deletion decreases Aβ accumulation

We previously demonstrated that constitutive deletion of the *Idol* gene ameliorated Aβ‐amyloidosis pathology.^20^ *Idol* is expressed ubiquitously, with the highest expression in microglia and neurons in the brain.^20^, ^49^ To investigate the cell‐type–specific role of *Idol*, we generated microglia‐ and neuron‐specific *Idol* KO mice by crossbreeding *Idol*‐floxed mice (*Idol^f/f^*) with *Cx3cr1‐CreERT2* ^23^ and *Camk2a‐Cre* ^24^ lines, respectively. We then bred these mice with the 5XFAD transgenic mouse model of Aβ‐amyloidosis to assess the contribution of microglial and neuronal *Idol* deletion to AD‐related pathologies. Because *Cx3cr1‐CreERT2* is a tamoxifen‐inducible Cre model, we administered tamoxifen to 1.5‐month‐old *5XFAD;Idol^f/f^;Cx3cr1^CreERT2/+^* mice before amyloid plaque deposition began. We collected the tissues from microglial *Idol* conditional KO (5XFAD;MG cKO) and neuronal *Idol* conditional KO (5XFAD;Neu cKO) mice when they reached 4 months of age. We confirmed the downregulation of the *Idol* gene in the brain (Figure S1).

To evaluate the impact of *Idol* deletion on Aβ accumulation, we measured the levels of Aβ proteins in the brain using an electrochemiluminescence assay, as we described previously^26^ (Figure 1). Microglial *Idol* deletion did not affect insoluble, guanidine‐extracted, Aβ40 or Aβ42 levels in the cortices of 5XFAD mice (Figure 1A,B). However, neuronal *Idol* deletion reduced insoluble Aβ40 and Aβ42 levels in the cortices of 5XFAD mice by 69% and 61%, respectively (Figure 1C,D). Soluble Aβ40 and Aβ42 levels were also decreased by 34% and 45%, respectively, in the cortices of 5XFAD;Neu cKO mice (Figure S2A,B). Because we detected changes only in 5XFAD;Neu cKO mice, we focused on this cohort to further investigate the beneficial effects of neuronal *Idol* deletion.

**FIGURE 1:**
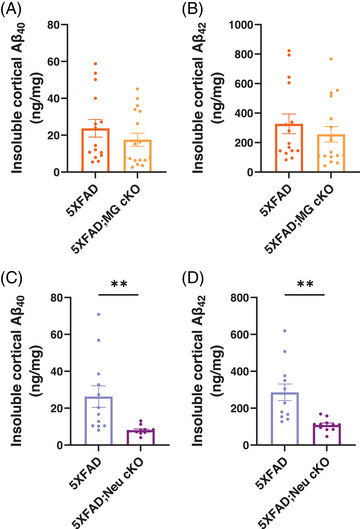
Amyloid beta (Aβ) levels decrease in the cortex of neuronal, but not microglial, *Idol* knockout mice. Insoluble Aβ40 and Aβ42 levels were measured in the guanidine fraction of 5XFAD mouse cortices using an Aβ‐electrochemiluminescence assay. (A) Insoluble Aβ40 and (B) Aβ42 levels did not change in the cortices of 4‐month‐old female microglial *Idol* knockout;5XFAD mice (5XFAD;MG cKO) compared with 5XFAD controls (N = 15–16/genotype). (C) Insoluble Aβ40 and (D) Aβ42 levels were decreased in the cortices of female neuronal *Idol* knockout;5XFAD mice (5XFAD;Neu cKO) compared with littermate 5XFAD controls (N = 11–12/genotype). The data are represented as mean ± SEM. Unpaired two‐tailed *t*‐test, **p < 0.01. (See also Figures S2 and S3).

Next, we measured Aβ levels in the hippocampus. Similarly, insoluble Aβ40 and Aβ42 levels were decreased by 30% and 25%, respectively, in the hippocampi of 5XFAD;Neu cKO mice compared to 5XFAD mice (Figure S3A,B). Soluble Aβ40 and Aβ42 levels exhibited a trend of decrease, but these changes were not significant between the genotypes (Figure S3C,D).

Misfolded Aβ peptides aggregate to form amyloid plaques. Given the reduction in Aβ peptide levels in 5XFAD;Neu cKO mice, we assessed amyloid plaque deposition by immunostaining with the Aβ‐specific 82E1 antibody that detects both diffuse and fibrillar Aβ (Figure 2A). Consistent with our biochemical analyses, we found that 5XFAD;Neu cKO mice exhibited significant decreases in both the area and the number of amyloid plaques in the cortex (Figure 2B,C). Similarly, 82E1+ amyloid plaque load and the number of plaques were decreased in the hippocampus of 5XFAD;Neu cKO mice (Figure 2D,E). To further characterize the plaque composition, we stained the sections with X34 dye that selectively binds to fibrillar sheets (Figure 2F). We detected a significant decrease in both the area and the number of fibrillar plaques in the cortices of 5XFAD;Neu cKO mice (Figure 2G,H). Although 82E1+ amyloid plaque load was decreased in the hippocampus of 5XFAD;Neu cKO mice, there was no significant difference in fibrillar amyloid plaque load (Figure 2I,J). Overall, these data demonstrate that neuronal *Idol* deletion ameliorates Aβ deposition in 5XFAD mice.

**FIGURE 2:**
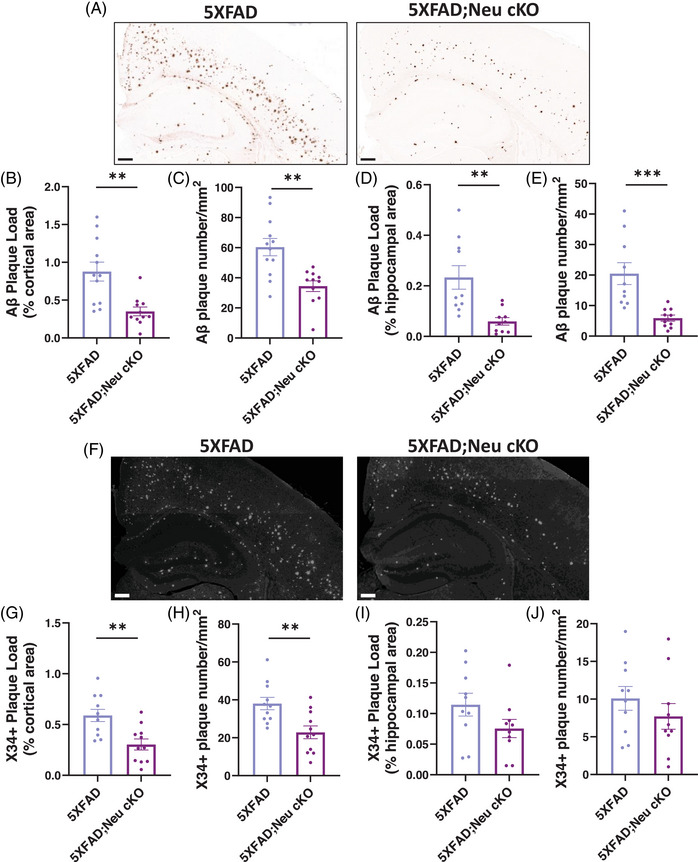
Deletion of neuronal *Idol* decreases amyloid plaques. (A) Representative images showing brain sections from 4‐month‐old 5XFAD and neuronal *Idol* knockout;5XFAD (5XFAD;Neu cKO) mice stained with an amyloid beta (Aβ)‐specific 82E1 antibody (Scale bar; 200 µm). (B) Quantification of the 82E1‐positive Aβ plaque area and (C) the number of Aβ plaques in the cortices of female mice. (D) Quantification of the 82E1‐positive Aβ plaque area and (E) the number of Aβ plaques in the hippocampus of female mice (N = 11–12/genotype). (F) Representative grayscale images of brain sections from 4‐month‐old 5XFAD and 5XFAD;Neu cKO mice stained with X34 dye that detects fibrillar plaques. The white dots represent X34+ plaques (Scale bar; 200 µm). (G) Quantification of X34+ fibrillar plaque area and (H) the number of plaques in female mouse cortices. (I) Quantification of X34+ fibrillar plaque area and (J) the number of plaques in female mouse hippocampus (N = 10–11/genotype). The data represent mean ± SEM. Unpaired two‐tailed *t*‐test, **p < 0.01, ***p < 0.001.

### 3.2 Gliosis decreases in neuronal *Idol* knockout mice

Gliosis is another pathological hallmark of AD, emerging at very early stages of the disease.^50^, ^51^ Although the causal link between Aβ accumulation and gliosis remains unclear, amyloid plaque formation is typically accompanied by gliosis. Numerous studies have identified changes in the number, morphology, and transcriptome of astrocytes and microglia at different stages of AD, underscoring their role in disease progression.^50^, ^51^, ^52^

Given the marked reduction in the amyloid plaque load in 5XFAD;Neu cKO mice, we performed immunostaining for ionized calcium‐binding adaptor molecule 1 (IBA1) and glial fibrillary acidic protein (GFAP) to label microglia and astrocytes, respectively (Figure 3). 5XFAD;Neu cKO mice exhibited a significant reduction in the IBA1+ area, indicating decreased microgliosis (Figure 3A,B). In addition, astrogliosis was decreased in 5XFAD;Neu cKO mice, as evidenced by a reduced GFAP+ area in the brain (Figure 3C,D). These findings demonstrate that neuronal *Idol* deletion decreases gliosis, suggesting reduced neuroinflammation in these mice.

**FIGURE 3:**
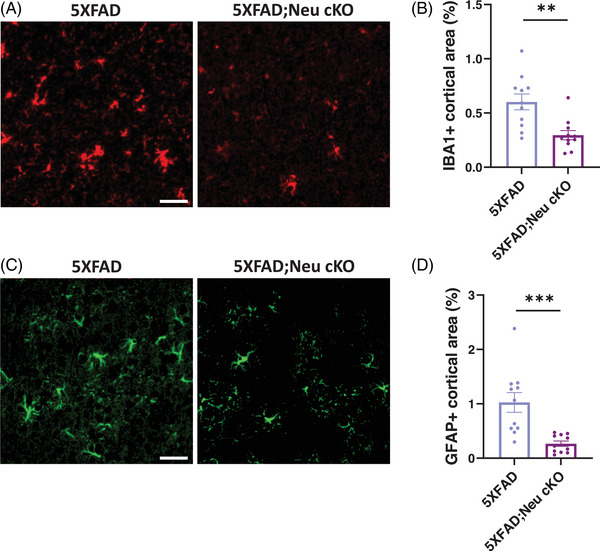
Deletion of neuronal *Idol* decreases gliosis. (A) Representative images showing brain sections stained with the myeloid marker ionized calcium‐binding adaptor molecule 1 (IBA1) antibody (red) (Scale bar; 50 µm). (B) The percentage of the area covered by IBA1 staining was quantified in the cortices of female mice. The area covered by IBA1+ cells was significantly decreased in neuronal *Idol* knockout;5XFAD (5XFAD;Neu cKO) mice compared with 5XFAD. (C) Representative images showing brain sections stained with the astrocyte marker glial fibrillary acidic protein (GFAP) antibody (green) (Scale bar; 50 µm). (D) The percentage of the area covered by GFAP was significantly decreased in 5XFAD;Neu cKO mice compared with 5XFAD (N = 11/genotype). The data represent mean ± SEM. Unpaired two‐tailed *t*‐test, **p < 0.01, ***p < 0.001.

### 3.3 Neuronal *Idol* deletion affects the APOE‐LDLR pathway

Since IDOL targets LDLR for its degradation, we assessed LDLR levels in the brains of 5XFAD;MG cKO and 5XFAD;Neu cKO mice using Western blot analysis (Figure 4). As LDLR is an APOE receptor responsible for APOE uptake, we also measured the levels of APOE in the brain. Neuronal *Idol* deletion significantly increased LDLR and decreased APOE levels (Figure 4A–C). Surprisingly, however, 5XFAD;MG cKO mice showed no significant changes in either protein (Figure 4D–F). Given that Aβ levels did not change in 5XFAD;MG cKO mice, these important negative findings suggest that the beneficial effects of *Idol* deletion on amyloid pathology may depend on brain LDLR and APOE levels. Although neuronal *Idol* deletion was sufficient to increase total brain LDLR levels, microglial *Idol* deletion was not. Consequently, the levels of APOE and Aβ were decreased only in 5XFAD;Neu cKO mice, not in 5XFAD;MG cKO mice. These results highlight the critical role of the LDLR‐APOE axis in Aβ accumulation and its regulation by neuronal IDOL.

**FIGURE 4:**
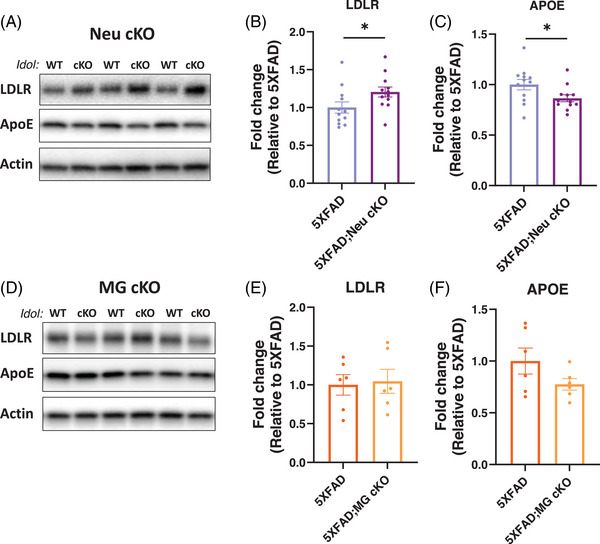
Deletion of neuronal, but not microglial, *Idol* increases LDLR levels and decreases APOE levels in the brain. Protein levels in the RIPA fraction of female mouse cortices were determined by Western blot. (A) Representative images of blots from 5XFAD and 5XFAD;Neu cKO mice. Quantification of (B) LDLR and (C) APOE immunoblots (N = 12/genotype). (D) Representative images of blots from 5XFAD and 5XFAD;MG cKO mice. Quantification of (E) LDLR and (F) APOE immunoblots. The data were normalized by β‐actin and expressed as the fold‐change relative to the 5XFAD (N = 6/genotype). The data represent mean ± SEM. Unpaired two‐tailed *t*‐test, *p < 0.05. APOE, apolipoprotein E; cKO, conditional knockout; LDLR, low‐density lipoprotein receptor; MG cKO, microglial *Idol* knockout; Neu cKO, neuronal *Idol* knockout; RIPA, radioimmunoprecipitation assay; WT, wild‐type.

In addition to LDLR, IDOL also targets other APOE receptors, APOER2 and VLDLR, which are key mediators of Reelin signaling.^53^ The Reelin pathway plays an essential role in synaptic functions.^54^ To assess whether neuronal *Idol* deletion affects these Reelin receptors, we measured their protein levels by Western blot (Figure 5A). Similar to LDLR, we detected a significant increase in APOER2 and VLDLR levels in 5XFAD;Neu cKO mice, indicating that neuronal IDOL regulates multiple APOE receptors important for AD pathogenesis (Figure 5B,C).

**FIGURE 5:**
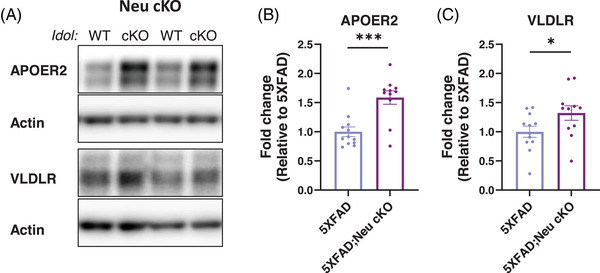
Levels of Reelin receptors are increased by neuronal *Idol* deletion. Protein levels of Reelin receptors were determined in the RIPA fraction of female mouse cortices by Western blot. (A) Representative images of blots from 5XFAD and 5XFAD;Neu cKO mice. Quantification of (B) APOER2 and (C) VLDLR immunoblots. The data were normalized by β‐actin and expressed as the fold‐change relative to the 5XFAD (N = 11–12/genotype). The data represent mean ± SEM. Unpaired two‐tailed *t*‐test, *p < 0.05, ***p < 0.001. APOER2, apolipoprotein E receptor 2; cKO, conditional knockout; Neu cKO, neuronal *Idol* knockout; RIPA, radioimmunoprecipitation assay; VLDLR, very low‐density lipoprotein receptor; WT, wild type.

### 3.4 Lipid metabolism–related pathways are altered due to neuronal *Idol* deletion

To gain further insight into the potential mechanisms by which neuronal *Idol* deletion reduces Aβ accumulation, we performed deep mass spectrometry–based proteomics on the cortices of 5XFAD;Neu cKO mice (Figure 6). We were able to detect 11,829 proteins with extensive liquid chromatography fractionation. We used *p* < 0.01 as a cutoff to determine the differentially expressed proteins (DEPs) (Table S1). Among the DEPs, LDLR was significantly upregulated and APOE was downregulated, corroborating our Western blot data shown in Figure 4 (Figure 6A). VLDLR and APOER2 (LRP8), known IDOL targets,^53^ were similarly upregulated in 5XFAD;Neu cKO mice (Figure 6A), as confirmed by Western blot (Figure 5).

**FIGURE 6:**
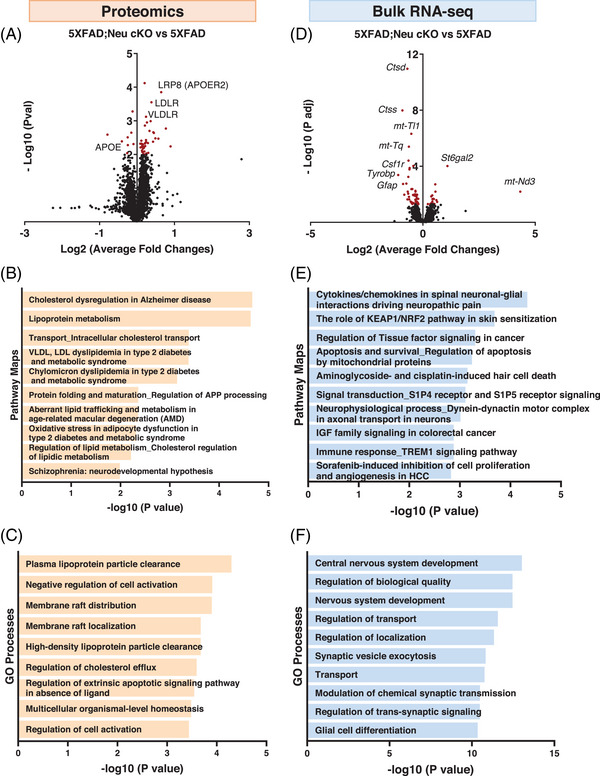
The effect of neuronal *Idol* deletion on the brain proteome and transcriptome. (A–C) Mass spectrometry was performed on the cortices of neuronal *Idol* knockout;5XFAD (5XFAD;Neu cKO) and 5XFAD mice (N = 8/genotype). (A) Volcano plot showing the differential expression of proteins in 5XFAD;Neu cKO mice compared with 5XFAD mice. Red dots represent significantly up‐ or downregulated proteins in 5XFAD;Neu cKO mice compared with 5XFAD mice (*p* < 0.01). (B) Pathway analysis of differentially expressed proteins (DEPs) and (C) Gene ontology analysis of DEPs using the MetaCore software. (See also Tables S1–S3.) (D–F) Bulk RNA‐seq was performed on the cortices of 5XFAD;Neu cKO and 5XFAD mice (N = 5/genotype). (D) Volcano plot showing the differentially expressed genes (DEGs) in 5XFAD;Neu cKO mice compared with 5XFAD mice. The x‐axis shows the fold‐change, and the y‐axis shows the statistical significance level expressed as the −log10 P adjusted. The red dots represent genes significantly (p adj < 0.05) up‐ or downregulated in 5XFAD;Neu cKO mice compared with 5XFAD mice. (E) Pathway and (F) Gene ontology (GO) analyses were performed using the MetaCore. (See also Figure S4 and Table S3‐S6.)

To better understand the biological processes regulated by DEPs in 5XFAD;Neu cKO mice, we performed pathway analysis using the MetaCore software. These analyses revealed enrichment of lipid metabolism and cholesterol transport pathways, with “Cholesterol dysregulation in Alzheimer's disease” being the top pathway (Figure 6B and Table S2). Because LDLR mediates the uptake of APOE‐bound lipid particles and Aβ, changes in the LDLR level may alter the cellular lipid content and contribute to the reduced Aβ levels in 5XFAD;Neu cKO mice. Gene ontology (GO) analysis further revealed that “lipoprotein particle clearance” and “membrane raft distribution” were significantly altered processes in 5XFAD;Neu cKO mice, supporting the role of neuronal IDOL in brain lipid metabolism (Figure 6C and Table S3).

### 3.5 Transcriptomic changes in neuronal *Idol* knockout mice

IDOL induces post‐translational modifications by ubiquitinating its substrates,^19^, ^53^ but neuronal *Idol* deletion may also result in transcriptomic changes. To investigate this, we performed bulk RNA sequencing (RNA‐seq) on the cortices of 5XFAD;Neu cKO mice (Figure 6D). 

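Cortices of 10 female mice aged 4 months entered this experiment, 5 labelled 5XFAD;Neu cKO and 5 labelled 5XFAD. 5XFAD mice carry human transgenes with mutations of familial Alzheimer's disease inside mouse Thy1 sequence, and in 5XFAD;Neu cKO mice the Camk2a-Cre line removes floxed Idol from neurons. The libraries were made with a QuantSeq kit, in which each transcript gives reads only near its 3′ end, so that a count does not grow with the length of the transcript. The authors trimmed adapters and poly(A) tails, aligned the reads to GRCm39 with STAR, counted them per Ensembl gene with htseq-count and deposited these counts without normalization for 53700 gene identifiers. Reads on genes numbered from 4320504 to 7466192 per 5XFAD library, with a median of 5447069, and from 5148499 to 7246659 per 5XFAD;Neu cKO library, with a median of 5836912. The difference in total between the groups was within the spread between libraries (exact two-sided permutation test, p = 0.405, n = 5 per group). Starting from these counts, genes with a total of 10 or less over the 10 libraries were removed, as the authors did, which left 19268 genes, and the groups were compared with edgeR's quasi-likelihood test after TMM normalization. The authors themselves used DESeq2. Changes are given as 5XFAD;Neu cKO against 5XFAD, and n is 5 libraries per group throughout.

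The gene that encodes IDOL is listed as Mylip (ENSMUSG00000038175) and lies on chromosome 13 of GRCm39 from 45543215 to 45565501. It was counted 50, 53, 108, 50 and 45 times in 5XFAD replicates 1 to 5 and 77, 78, 148, 112 and 50 times in 5XFAD;Neu cKO replicates 1 to 5. Normalized, this was 14.8 ± 4.90 CPM (counts scaled by library size; SD, n = 5) in 5XFAD;Neu cKO and 11.2 ± 2.27 CPM (SD, n = 5) in 5XFAD, a log2 fold change of 0.39 with a standard error of 0.25 (adjusted p = 0.777, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped (exact two-sided permutation test, p = 0.254, n = 5 per group), so the counts of Mylip do not separate the groups in the direction of the labels. The reads come from the 3′ end of the transcript and the deposited counts are summed per gene, so they do not show which part of the gene was read. For this reason the groups are named below as the libraries labelled 5XFAD;Neu cKO and those labelled 5XFAD.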

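At an adjusted p under 0.05, 42 of the 19268 genes differed between the libraries labelled 5XFAD;Neu cKO and those labelled 5XFAD, 11 of them higher and 31 lower in the former (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1532 genes. In 24 of the 42 genes all 5 libraries of one group lay on the same side of all 5 of the other. Over all genes tested this held for 1.30%, where chance gives 0.794%. The count was moved most, among the settings applied to all 10 libraries without a further term, by removing the filter on low counts, which gave 103 genes. With DESeq2's Wald test on the same counts, 73 genes passed, 22 higher and 51 lower, and these were the 73 genes of the paper's Table S4. DESeq2 gave an adjusted p for only 5820 of the 19268 genes. Its adjusted p-values are thus over fewer genes than edgeR's, here and below. Of those 73, 30 were past the threshold in edgeR, and the other 43 had adjusted p-values from 0.0589 to 0.373. All 73 changed in the same direction in both. Adjusted over the list alone, 73 of the 73 passed, which is not independent evidence, since the list was chosen on these libraries.

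Genes past the threshold whose groups did not overlap were ranked. Their largest rises were in Hba-a1 (log2 fold change 2.16), Mzt1 (1.22), St6gal2 (1.09), Gnb2 (0.56) and Acat1 (0.55). Their largest falls were in Clec7a, Mpeg1 (-1.21), C1qb (-1.21), Tyrobp and Ctss. Clec7a was counted 0 to 3 times per library labelled 5XFAD;Neu cKO and 10 to 22 times per library labelled 5XFAD (adjusted p = 0.0468), and it was past the threshold in 1 of the 10 fits that each left out one library, with an adjusted p of 0.156 without 5XFAD replicate 2. Without mitochondrial genes its adjusted p was 0.0521. Of these 10 fits, Mzt1 and Mpeg1 passed in 9, Gnb2 in 8 and Acat1 in 6. The highest adjusted p was 0.0585 for Mzt1 (without 5XFAD;Neu cKO replicate 4), 0.0862 for Mpeg1 (without 5XFAD replicate 4), 0.0610 for Gnb2 (without 5XFAD;Neu cKO replicate 3) and 0.0783 for Acat1 (without 5XFAD replicate 2). Hba-a1 has the near-identical paralog Hba-a2, between which the counting could have split reads, so its value is uncertain, and with edgeR's robust fit its adjusted p was 0.413. St6gal2 was at 39.2 ± 10.3 CPM in the libraries labelled 5XFAD;Neu cKO and 18.4 ± 4.62 CPM in those labelled 5XFAD (SD, n = 5; standard error of the log2 fold change 0.18, adjusted p = 0.000302). The mitochondrial transfer RNA genes mt-Tl1 and mt-Tq had log2 fold changes of -0.51 (standard error 0.08, adjusted p = 0.000233) and -0.62 (standard error 0.09, adjusted p = 7.36e-05). As a list, 12 of 16 mitochondrial transfer RNA genes were lower, with a median log2 fold change of -0.33, while the 9 mitochondrial messenger RNA genes tested had a median of -0.056 and did not move as a set (limma's camera, adjusted p = 2.85e-06 and 0.746).

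mt-Nd3 had a log2 fold change of 4.45 with a standard error of 0.43 (adjusted p = 2.59e-10), but its counts did not separate the groups. They were 9, 59, 12, 6 and 1 in 5XFAD replicates 1 to 5 and 506, 25, 760, 499 and 630 in 5XFAD;Neu cKO replicates 1 to 5. With edgeR's robust fit the adjusted p was 0.241. With each library left out in turn the log2 fold change of mt-Nd3 ran from 4.18 (without 5XFAD replicate 5) to 5.89 (without 5XFAD replicate 2). Chromosome 1 of GRCm39 holds a copy, from 24650616 to 24655265, of the part of the mitochondrial chromosome from 6394 to 11042. Over these 4649 bases the copy has 2 differences, the substitution T9461C inside mt-Nd3, with positions counted from 1 on the mitochondrial chromosome, and 1 inserted base in mt-Tr at position 9829. The gene Gm28438, at 24651856 to 24652200 of chromosome 1, is the part of the copy that matches mt-Nd3. It was chosen after its values were seen, and was counted 870, 8, 882, 836 and 79 times in 5XFAD replicates 1 to 5 and 6, 1021, 4, 3 and 15 times in 5XFAD;Neu cKO replicates 1 to 5. Of the reads on both genes, mt-Nd3 took 88.1% or more in 5 libraries and 2.39% or less in the other 5. The sum of both was higher by 1.04 on the log2 scale in the libraries labelled 5XFAD;Neu cKO. This was within the spread between libraries (exact two-sided permutation test, p = 0.397, n = 5 per group).

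**Figure D1:**
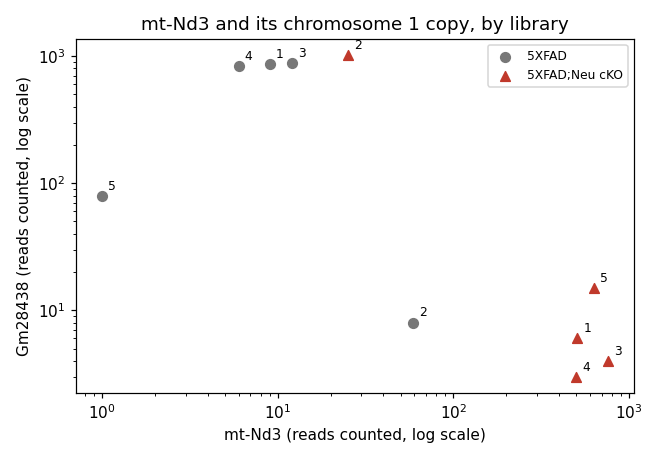
Reads counted on mt-Nd3 (x axis, log scale) and on Gm28438, its copy on chromosome 1 (y axis, log scale), with 1 point per cortex library, grey circles for 5XFAD, red triangles for 5XFAD;Neu cKO and the replicate number beside each point. Nearly all reads of a library sit on one of the genes, mt-Nd3 taking at least 88.1% of them in 4 libraries labelled 5XFAD;Neu cKO and 1 labelled 5XFAD, and at most 2.39% in the others.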

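Ctsd (ENSMUSG00000007891), which lies on chromosome 7 of GRCm39 from 141929646 to 141941775 and encodes a lysosomal aspartic protease, was at 217 ± 17.5 CPM in the libraries labelled 5XFAD;Neu cKO and 351 ± 43.1 CPM in those labelled 5XFAD (SD, n = 5), a log2 fold change of -0.69 with a standard error of 0.09 (adjusted p = 5.24e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ctss (chromosome 3, 95433963 to 95463717), a cysteine protease of the same organelle, was at 81.7 ± 13.6 CPM against 153.5 ± 27.2 CPM, a log2 fold change of -0.91 (standard error 0.11, adjusted p = 5.24e-07). Csf1r (chromosome 18, 61229714 to 61266535), the receptor on which microglia depend for survival, was at 38.5 ± 2.43 CPM against 60.3 ± 10.2 CPM, a log2 fold change of -0.65 (standard error 0.13, adjusted p = 0.00615). Tyrobp (chromosome 7, 30113170 to 30117010), an adaptor of microglial receptors, was at 16.8 ± 4.21 CPM against 35.9 ± 10.8 CPM, with a log2 fold change of -1.10 (standard error 0.19, adjusted p = 0.000564). The astrocyte gene Gfap (chromosome 11, 102778159 to 102791738) was at 24.1 ± 5.72 CPM against 44.5 ± 10.4 CPM, with a log2 fold change of -0.88 (standard error 0.17, adjusted p = 0.00202). In each of the 5 genes every library labelled 5XFAD;Neu cKO had a lower CPM than every library labelled 5XFAD (exact two-sided permutation test, p = 0.00794, the smallest that 5 against 5 allow). With each library left out in turn, Ctsd, Ctss, Tyrobp and Gfap stayed past the threshold in all 10 fits. Csf1r did so in 9, and without 5XFAD replicate 2, whose value was the highest, its adjusted p was 0.0808.

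**Figure D2:**
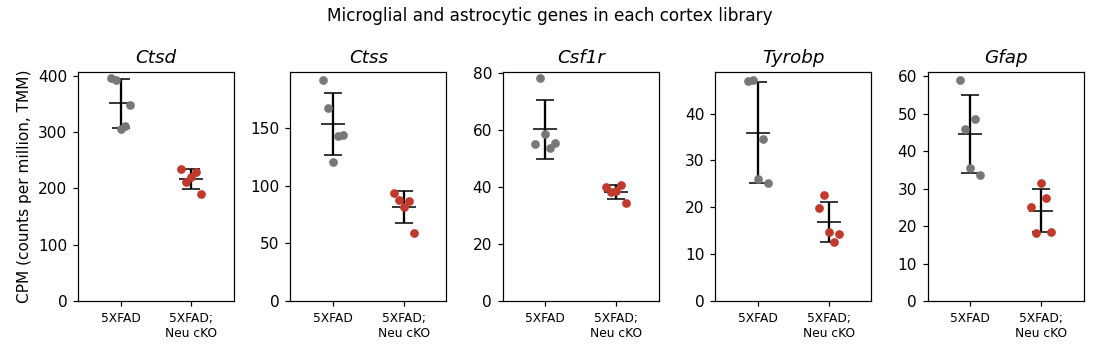
TMM-normalized CPM (y axis, from 0) of Ctsd, Ctss, Csf1r, Tyrobp and Gfap in each cortex library, grey for 5XFAD and red for 5XFAD;Neu cKO, with the mean and SD of the 5 libraries of each group in black. In each panel the 5 libraries labelled 5XFAD;Neu cKO sit below the 5 labelled 5XFAD.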

We detected downregulation of proteolytic enzymes, such as cathepsin D (*Ctsd*) and cathepsin S (*Ctss*), as well as immune‐related genes, including colony‐stimulating factor 1 receptor (*Csf1r*), TYRO protein tyrosine kinase‐binding protein (*Tyrobp*), and *Gfap* (Figure 6D and Table S4). 

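Among the genes that Table S5 lists in its pathways, the microglial receptor Cx3cr1 was at 62.5 ± 1.71 CPM in the libraries labelled 5XFAD;Neu cKO and 89.2 ± 15.1 CPM in those labelled 5XFAD (SD, n = 5), a log2 fold change of -0.51 with a standard error of 0.11 (adjusted p = 0.0232, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was no longer past the threshold in 4 of the 10 fits that each left out one library, with an adjusted p of 0.231 without 5XFAD replicate 2. Ppp3r1 was higher, with a log2 fold change of 0.22 and an adjusted p of 0.351 in edgeR. DESeq2 gave 0.0497. The mitochondrial ribosomal RNA mt-Rnr1 had a log2 fold change of -0.33 (adjusted p = 0.000621), which edgeR's robust fit put at an adjusted p of 0.299.

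Fixed lists of marker genes were then tested as sets with camera, at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 23 lists. Of 29 microglial genes tested, 28 were lower in the libraries labelled 5XFAD;Neu cKO, with a median log2 fold change of -0.53 (adjusted p = 8.97e-19), and 7 of the 29 belong to Table S4. Over all genes tested 7 of the 29 passed singly in edgeR and 18 passed adjusted over the list alone. Genes of homeostatic microglia had a median of -0.50 (10 of 10 lower, adjusted p = 6.17e-07) and genes of plaque-associated microglia a median of -0.48 (21 of 25 lower, adjusted p = 4.73e-07). Reactive astrocyte genes had a median of -0.23 (11 of 13 lower, adjusted p = 0.00615) and general astrocyte genes of -0.12 (15 of 18 lower, adjusted p = 0.0283), a call that held in 5 of the 10 fits that left out one library, with 0.149 without 5XFAD;Neu cKO replicate 5. Lysosomal genes had a median of -0.21 (27 of 31 lower, adjusted p = 2.78e-07), and oligodendrocyte genes of -0.28 (19 of 19 lower, adjusted p = 4.46e-07). The lists of endothelial cells, with a median of 0.014 (adjusted p = 0.613), excitatory neurons, with 0.053 (0.538), and inhibitory neurons, with 0.029 (0.636), did not pass, and the sign of the last median changed with edgeR's filterByExpr. Camera called 14 of the 23 lists. Under limma's rotation test fry 6 held, which were microglia, homeostatic and plaque-associated microglia, reactive astrocytes, lysosome and mitochondrial transfer RNAs, and with the correlation between genes estimated per list 0 held, the smallest adjusted p then being 0.0625.

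**Figure D3:**
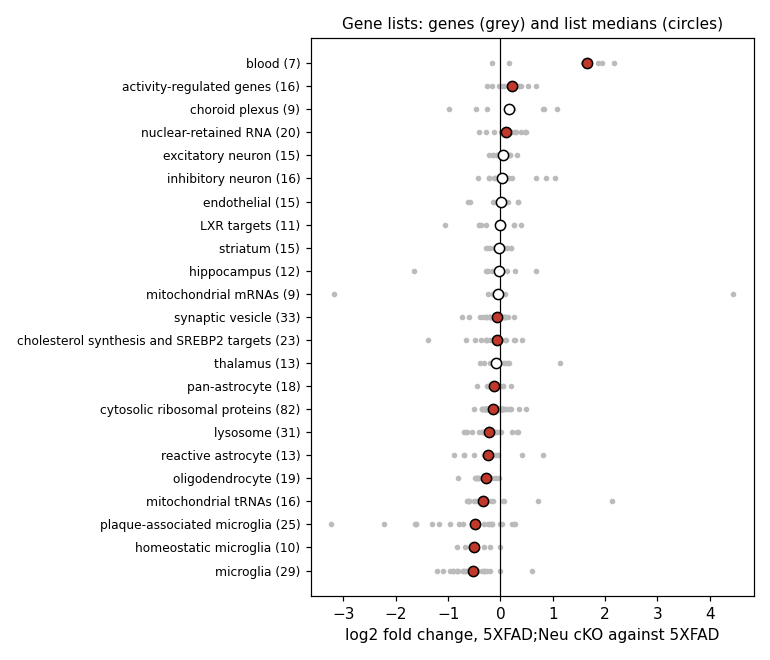
Log2 fold change (x axis, 5XFAD;Neu cKO against 5XFAD) of the genes of each of 23 lists (y axis, with the number of genes tested in brackets). Grey dots are genes and circles are list medians, red where camera's adjusted p was under 0.05. The 3 microglial lists have the lowest medians, from -0.53 to -0.48.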

Pathway analysis of differentially expressed genes (DEGs, p‐adj < 0.05) revealed enrichment of the immune response and apoptosis‐related pathways (Figure 6E and Table S5). Furthermore, GO analysis revealed enrichment of biological processes related to transport and synaptic transmission in 5XFAD;Neu cKO mice (Figure 6F and Table S6).

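Of 9 synaptic genes among those that Table S6 gives for vesicle exocytosis and synaptic transmission, 7 were lower and 2, Trio and Ctbp1, were higher in the libraries labelled 5XFAD;Neu cKO. In edgeR the threshold was passed by Sv2c, at 34.0 ± 5.00 CPM against 56.7 ± 12.1 CPM (SD, n = 5; log2 fold change -0.73, standard error 0.14, adjusted p = 0.00353), and by Syt2, at 37.5 ± 8.23 CPM against 57.2 ± 10.1 CPM (log2 fold change -0.61, standard error 0.14, adjusted p = 0.0388). With filterByExpr the adjusted p of Syt2 was 0.0734. Syt2 passed in 5 of the 10 fits that each left out one library, with an adjusted p of 0.246 without 5XFAD replicate 2, and Sv2c in 9, with 0.0505 without 5XFAD replicate 5. The other 7 genes had adjusted p-values from 0.0630 for Trio to 0.252 for Syt1. Their log2 fold changes were -0.20 for Syt1, -0.28 for Syt5, -0.29 for Pclo, -0.27 for Sv2a and -0.34 for Syngr1, and 0.36 for Ctbp1 and 0.42 for Trio. All 9 passed with DESeq2, at adjusted p-values from 0.00164 for Sv2c to 0.0486 for Ctbp1. Over a list of 33 synaptic vesicle genes, 7 of them from Table S4, 24 were lower, with a median log2 fold change of -0.064 (camera, adjusted p = 0.00162). Without 5XFAD replicate 2 the median was -0.025 and without 5XFAD replicate 4 it was -0.10, and the list passed in all 10 such fits. Without the members in Table S4 the median was -0.030 and the list did not pass (adjusted p = 0.312).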

We further investigated these changes by performing integrative analyses with DEGs from bulk RNAseq and DEPs from the proteomics data (Figure S4). This approach provided a more detailed view of molecular alterations in 5XFAD;Neu cKO mice compared with the individual analyses. 

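On the side of the transcripts, Apoe (chromosome 7 of GRCm39, 19430034 to 19434947) was at 1015 ± 57.6 CPM in the libraries labelled 5XFAD;Neu cKO and 1222 ± 135 CPM in those labelled 5XFAD (SD, n = 5), a log2 fold change of -0.27 with a standard error of 0.07. Every library of the former lay below every library of the latter (exact two-sided permutation test, p = 0.00794, n = 5 per group), but the adjusted p over all genes was 0.0997 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave 0.0189 and the 7 alternatives with all 10 libraries from 0.0189 to 0.160, and without 5XFAD replicate 2 edgeR gave 0.477. Transcripts of the receptors VLDLR and APOER2 were not higher beyond the spread between libraries. Vldlr had a log2 fold change of 0.03 (standard error 0.10, adjusted p = 0.984) and Lrp8, which encodes APOER2, of -0.31 (standard error 0.11, adjusted p = 0.402). The sign of the Vldlr value changed when single libraries were left out. Of 23 genes of cholesterol synthesis, 17 were lower, with a median of -0.072 on the log2 scale (camera, adjusted p = 0.0403), and fry gave 0.248. Camera called this list in 6 of the 10 fits that left out one library, with an adjusted p of 0.272 without 5XFAD replicate 2, and its median was -0.16 without 5XFAD;Neu cKO replicate 2. Targets of the liver X receptors had a median of -0.015, whose sign changed with filterByExpr, and did not pass (0.354).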

Pathway analysis identified distinct patterns across datasets, but also jointly highlighted the “Protein folding and maturation,” “Aberrant lipid trafficking,” and “Cholesterol dysregulation in Alzheimer's disease” pathways (Figure S4A). These findings further strengthen the role of neuronal IDOL in regulating lipid metabolism and protein accumulation in AD. Network analysis also identified divergent patterns across the two datasets (Figure S4B). 

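Genes of cytosolic ribosomal proteins were lower by a small amount in the libraries labelled 5XFAD;Neu cKO. Of 82 such genes 67 were lower, with a median log2 fold change of -0.14 (camera, adjusted p = 2.85e-06), and 5 of the 82 belong to Table S4. Singly, 1 passed over all genes in edgeR and 10 passed adjusted over the list alone. The list did not pass with fry (0.248) or with an estimated correlation between genes (0.415). With each library left out in turn its median ran from -0.18 to -0.078 (without 5XFAD replicate 1), and camera called it in all 10 fits. Ribosomal protein genes have many processed pseudogenes, between which and the gene the counting could have split reads, so their single values are uncertain.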

Although translation, cell adhesion, and inflammation‐related pathways were driven mainly by transcriptomic alterations, the enrichment of proteolysis, cell cycle, and signal transduction pathways was primarily influenced by proteomic changes (Figure S4B). These differences between transcriptomic and proteomic datasets may reflect post‐transcriptional regulatory mechanisms.

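Table S1 of the paper lists 48 proteins at p < 0.01, and 44 of them had a transcript among the genes tested. Of these transcripts 0 differed between the libraries labelled 5XFAD;Neu cKO and those labelled 5XFAD at an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3 had an unadjusted p under 0.05, and 1, Apoe, passed adjusted over the list alone (adjusted p = 0.0170). The transcript changed in the same direction as the paper's protein ratio for 27 of the 44 genes. Across these 44 genes, which are not independent replicates, Pearson's r between the log2 protein ratio and the transcript log2 fold change was 0.109 (permutation test, p = 0.429) and Spearman's rho was 0.128 (permutation test, p = 0.407). With no filter on low counts r was 0.343. The median transcript log2 fold change was 0.070 for the 37 proteins that the paper lists as higher and 0.018 for the 7 it lists as lower. Of the genes in Table S1, 1 is also in Table S4. The paper sets such lists of proteins and genes side by side. It proposes that the pathways in which they part may reflect regulation after transcription.

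**Figure D4:**
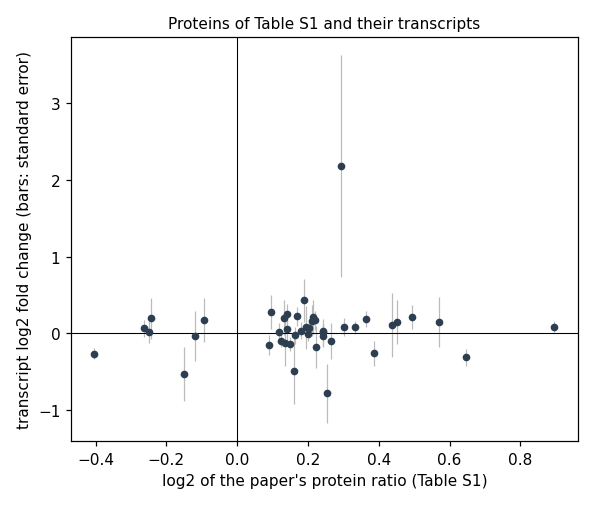
Transcript log2 fold change (y axis, 5XFAD;Neu cKO against 5XFAD, bars are standard errors) against the log2 of the paper's protein ratio in Table S1 (x axis), with 1 point for each of 44 genes. The points show no clear trend (Pearson's r = 0.109).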

Bulk RNA‐seq provides useful insights; however, it lacks cell‐type specificity. To investigate the impact of neuronal *Idol* deletion across cell types, we performed single‐nuclei RNA‐sequencing (snRNA‐seq)^41^ on the cortices of 5XFAD;Neu cKO mice (Figure 7). Unsupervised clustering identified 24 distinct clusters across the samples (Figure 7A). These clusters were annotated based on the expression of known cell type–specific markers: excitatory neurons (eN) (Clusters 0–2, 5, 7, 9, 13, 15, 16, 19–21), inhibitory neurons (iN) (Clusters 8, 10, 12, 14, 18, and 22), microglia (M) (Cluster 3), oligodendrocytes (O) (Cluster 4), astrocytes (A) (Cluster 6), oligodendrocyte progenitor cells (OPC) (Cluster 11), and endothelial cells (Endo) (Clusters 17 and 23) (Figure 7A and Table S7). Neuronal *Idol* deletion did not alter the proportions of major cell types in the brain (Figure 7B and Table S8). To investigate whether neuronal *Idol* deletion affected their transcriptome, we performed DEG analyses within each cell type (Figures S5 and S6). Even though snRNA‐seq analysis was performed on a modest sample size (N = 2 mice/genotype), given the high yield of our single nuclei isolation protocol, we were able to detect transcriptomic changes across multiple cell types. Inhibitory and excitatory neurons exhibited marked differences in gene expression between 5XFAD;Neu cKO mice and 5XFAD controls (Figure S5 and Tables S9–S12). Pathway analyses demonstrated that DEGs in inhibitory neurons were primarily involved in protein folding and synaptic processes (Figure S5A,B and Tables S9 and S10). Excitatory neuron DEGs were similarly enriched in synapse‐related pathways but also showed enrichment in distinct pathways, such as calcium‐mediated signaling and G‐protein signaling (Figure S5C,D and Tables S11 and S12). Notably, neuronal *Idol* deletion significantly altered the transcriptome not only within neuronal subpopulations but also in other brain cell types, including microglia, astrocytes, oligodendrocytes, oligodendrocyte precursor cells, and endothelial cells (Figure S6 and Tables S13–S22). Although these findings provided valuable initial insight into the molecular consequences of neuronal *Idol* deletion, larger sample sizes will be required to more comprehensively capture transcriptomic alterations and account for biological variability.

**FIGURE 7:**
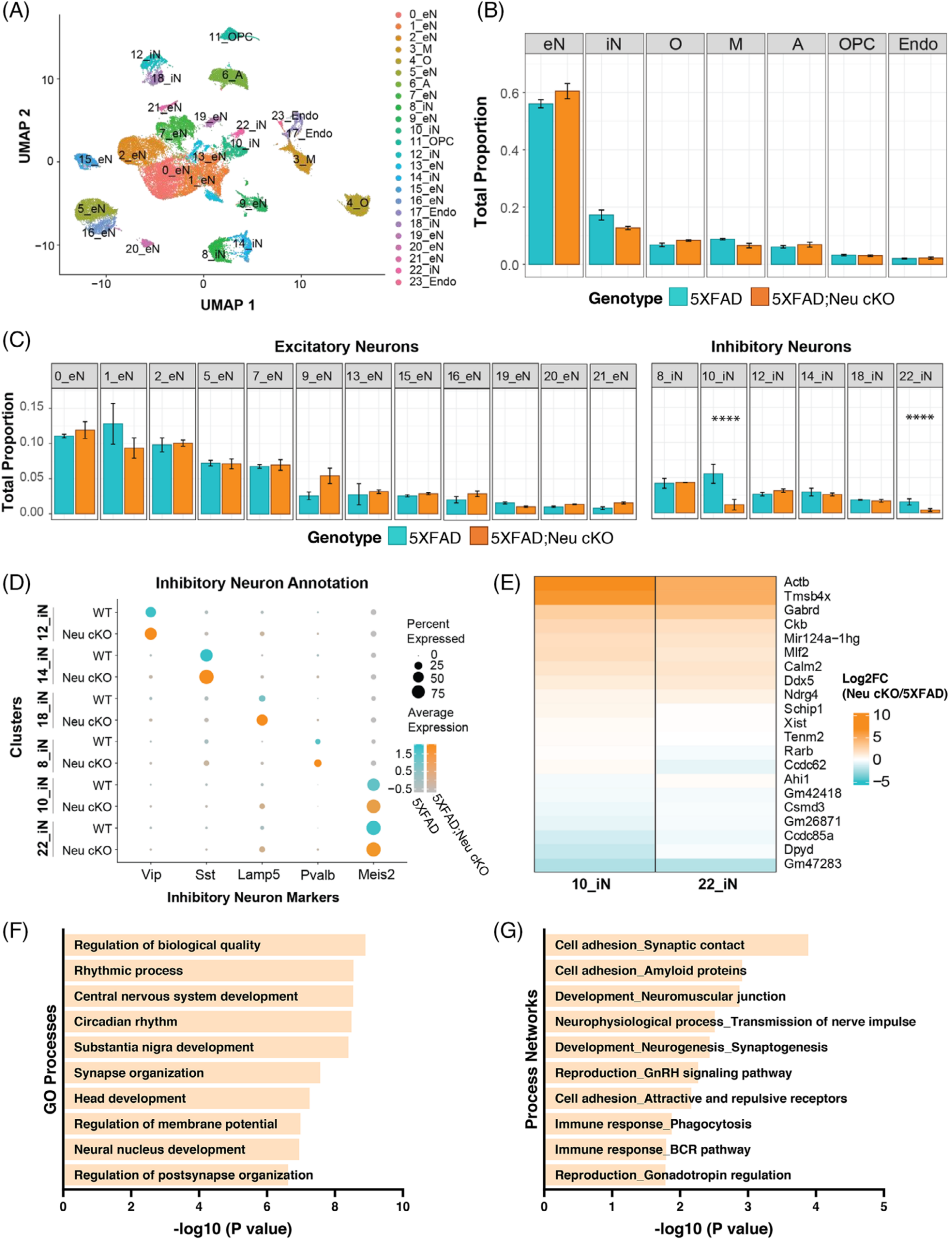
snRNA‐seq identifies changes in inhibitory neuron populations in neuronal *Idol* knockout mice. snRNA‐seq was performed on the cortices of 5XFAD;Neu cKO and 5XFAD mice. (A) Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction plot showing 24 clusters of cells derived from 4‐month‐old female 5XFAD;Neu cKO and 5XFAD mice (N = 24,610 nuclei from 2 5XFAD, N = 23,761 nuclei from 2 5XFAD;Neu cKO mice). The cell types are displayed after each cluster number in the legend. eN = excitatory neurons, iN = inhibitory neurons, O = oligodendrocytes, M = microglia, A = astrocytes, OPC = oligodendrocyte progenitor cells, Endo = endothelial cells. (B) The proportion of the main cell types in each genotype. (C) The distribution of each cluster in excitatory and inhibitory neurons was compared between the genotypes. The proportions of clusters 10_iN and 22_iN were significantly decreased in 5XFAD;Neu cKO mice. ****FDR < 0.0001. (D) Inhibitory neuron clusters were identified using inhibitory neuron markers (*Vip, Sst, Lamp5, Pvalb, Meis2*) and compared between the genotypes. The size of each dot indicates the proportion of cells within a cluster expressing the gene, whereas the color intensity reflects the average scaled expression level across clusters. The significantly decreased Cluster 10 and 22 inhibitory neurons were identified as *Meis2+* neurons. (E) Heatmap demonstrating the top 20 differentially expressed genes (DEGs) in Clusters 10 and 22. The log2 fold‐change of gene expression is shown in each cluster. The upregulated genes in 5XFAD;Neu cKO are shown in orange, and downregulated genes are shown in blue. (F) Gene ontology analysis of DEGs in Clusters 10 and 22, and (G) Network analysis of DEGs using the MetaCore software. (See also Figures S5–S7; Tables S7, S8, S23, and S27–S30.). *Lamp5*, lysosomal‐associated membrane protein family member 5; *Meis2*, meis homeobox 2; Neu cKO, neuronal *Idol* knockout; *Pvalb*, parvalbumin; snRNA‐seq, single nuclei RNA‐sequencing; *Sst*, somatostatin; *Vip*, vasoactive intestinal polypeptide; WT, wild type for *Idol*.

Because we identified multiple clusters in neuronal populations, we performed subcluster analyses in these cell types (Figure 7C). There was no significant difference in the proportion of excitatory neuron clusters, but neuronal *Idol* deletion significantly reduced the proportion of cells in inhibitory neuron Clusters 10 and 22 (Figure 7C and Table S23). To further characterize these clusters, we focused our analysis on inhibitory neuron clusters. We identified five distinct inhibitory neuron subtypes: vasoactive intestinal polypeptide (*Vip*), somatostatin (*Sst*), lysosomal‐associated membrane protein family member 5 (*Lamp5*), Parvalbumin (*Pvalb*), and Meis Homeobox 2 (*Meis2*)–positive inhibitory neurons (Figure 7D). Interestingly, both Clusters 10 and 22, the significantly reduced clusters in 5XFAD;Neu cKO mice (Figure 7C), were identified as *Meis2+* inhibitory neurons (Figure 7D). To further investigate the *Meis2+* inhibitory neurons, we compared the expression of the genes in these clusters (10 and 22) with other inhibitory neuron clusters. We identified 425 downregulated and 388 upregulated genes unique to *Meis2+* inhibitory neurons compared to other inhibitory neurons (Figure S7A and Table S24). Pathway analysis of these common DEGs highlighted enrichment in “NMDA‐independent presynaptic long‐term potentiation,” “Regulation of intrinsic membrane properties and excitability,” and “G‐protein signaling_RhoA activation” (Figure S7B and Table S25). GO analysis further revealed enrichment of synapse‐related biological processes, such as “synaptic transmission” and “regulation of trans‐synaptic signaling,” in Clusters 10 and 22 (Figure S7C and Table S26).

Given the significant reduction in the proportion of Clusters 10 and 22, we performed DEG analysis within these clusters to assess the impact of neuronal *Idol* deletion (Table S27 and S28). Because Cluster 22 had relatively few DEGs and was also identified as *Meis2+*, similar to Cluster 10 neurons, we combined the DEGs from both clusters for these analyses. The top DEGs largely showed the same directionality in Clusters 10 and 22, strengthening our decision to combine the analyses (Figure 7E). Beta‐actin (*Actb*), thymosin beta 4 X‐linked (*Tmsb4x*), and GABA‐A receptor subunit delta (*Gabrd*) were among the top DEGs (Figure 7E). To gain insight into the biological processes regulated by the DEGs, we performed pathway analysis. GO analysis identified enrichment of synapse organization and the regulation of membrane potential (Figure 7F and Table S29). Furthermore, network analysis revealed “Cell adhesion_Synaptic contact” and “Cell adhesion_Amyloid proteins” as the top process networks (Figure 7G and Table S30). These findings suggest that neuronal IDOL may contribute to AD, not only by affecting Aβ accumulation but also by modulating synaptic functions.

To assess the impact of neuronal *Idol* deletion on intercellular communication, we performed CellChat analysis. CellChat infers communication networks between cell groups based on the expression of ligands, receptors, and cofactors.^48^ We analyzed communication networks across clusters as well as those annotated by cell type. These analyses revealed an overall increase in cell‐to‐cell communication among most cell types, particularly between and within inhibitory and excitatory neurons in 5XFAD;Neu cKO mice (Figure 8A,B). In contrast, microglia and oligodendrocytes exhibited reduced incoming and outgoing interactions in 5XFAD;Neu cKO mice (Figure 8A,B).

**FIGURE 8:**
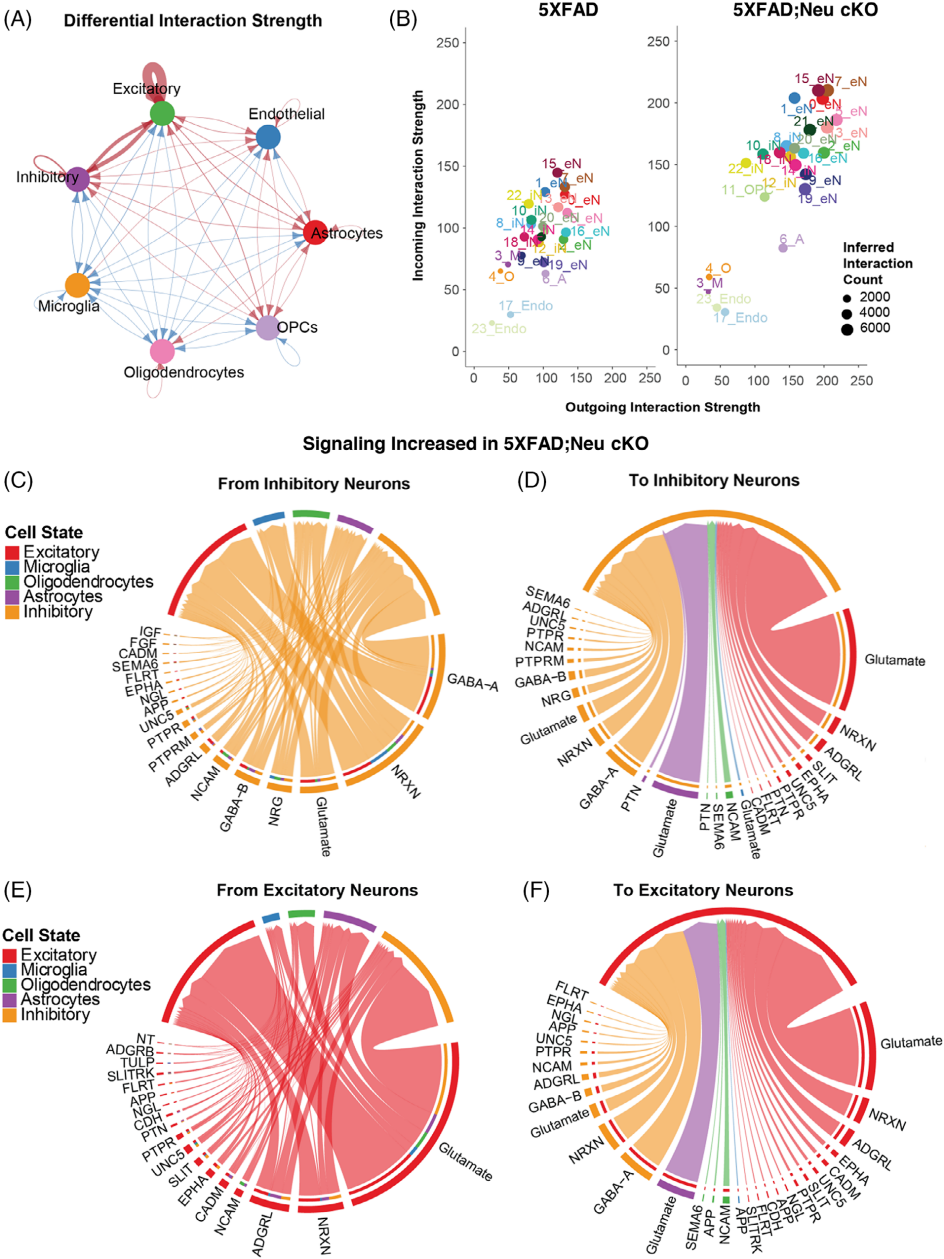
Increased neuronal signaling in neuronal *Idol* knockout mice. CellChat analysis was performed on the single nuclei RNA‐seq (snRNA‐seq) data from 5XFAD;Neu cKO and 5XFAD mice. (A) Chord plot showing the changes in interactions between the main cell types in the brains of neuronal *Idol* knockout;5XFAD (5XFAD;Neu cKO) mice compared with 5XFAD mice. Red lines indicate increased signaling between cell types, and blue lines indicate decreased signaling between cell types. The thickness of the lines represents the interaction strength. (B) The predicted interaction strengths in the cell clusters identified in 5XFAD (left panel) and 5XFAD;Neu cKO (right panel) mouse brains. The x‐axis shows the interaction strength of outgoing signals, and the y‐axis shows the interaction strength of incoming signals. Both incoming and outgoing signal strengths were increased in most cell clusters in the 5XFAD;Neu cKO mouse brain, compared to the 5XFAD mouse brain, except for microglia and oligodendrocytes. (C) Chord plot showing increased signaling from inhibitory neurons to other cell types in the 5XFAD;Neu cKO mouse brain. (D) Chord plot showing increased signaling to inhibitory neurons from other cell types in the 5XFAD;Neu cKO mouse brain. (E) Chord plot showing increased signaling from excitatory neurons to other cell types in the 5XFAD;Neu cKO mouse brain. (F) Chord plot showing increased signaling to excitatory neurons from other cell types in the 5XFAD; Neu cKO mouse brain. (See also Table S31.)

Because the most prominent changes were observed in inhibitory and excitatory neurons, we further investigated their signaling networks. Signaling from inhibitory to excitatory neurons was markedly increased in 5XFAD;Neu cKO mice, driven primarily by the neurexin and GABA‐A pathways (Figure 8C). Neurexins, presynaptic adhesion molecules, are critical for synaptic transmission.^55^ In addition, neurexins can bind to Aβ and amyloid precursor protein (APP), thereby preventing Aβ‐induced synaptic pathology and mediating the synaptogenic activity of APP.^56^, ^57^, ^58^ Increased neurexin signaling may contribute to the enrichment of biological processes and networks such as “synapse organization,” “cell adhesion_synaptic contact,” and “cell adhesion_amyloid proteins” in 5XFAD;Neu cKO mice (Figure 7F,G). Furthermore, we identified increased signaling from excitatory neurons to inhibitory neurons, especially through the neurexin and glutamate pathways (Figure 8D and Table S31). Interestingly, there was also an increase in glutamate signaling from astrocytes, the main LDLR‐expressing cells, to inhibitory neurons (Figure 8D).

Given the increased cell‐to‐cell communication in excitatory neurons (Figure 8A), we also investigated the details of these interactions and identified increased glutamate and neurexin signaling from excitatory neurons (Figure 8E). Similar to the inhibitory neurons, there was an increase in glutamate and neurexin signaling from excitatory neurons to themselves (Figure 8F). The relative enrichment of *Apoer2 (Lrp8)* and *Vldlr* in excitatory and inhibitory neurons compared to *Ldlr* (Figure S8) suggests that increased signaling in these neurons may be related to elevated APOER2 and VLDLR levels in 5XFAD;Neu cKO mice. Collectively, these findings suggest that neuronal *Idol* deletion enhances cellular interactions, except in microglia and oligodendrocytes.

## 4 DISCUSSION

In this study, we investigated the cell type–specific role of IDOL, an E3 ubiquitin ligase that mediates the ubiquitination and degradation of LDLR, in Aβ‐amyloidosis pathology. LDLR is one of the major APOE receptors in the brain and facilitates the endocytosis of APOE‐bound lipoprotein particles.^59^ Because *APOE* was identified as a genetic risk factor for AD, numerous studies have sought to elucidate how APOE contributes to AD pathogenesis. Notably, deletion of *Apoe* reduces amyloid deposition in transgenic mouse models of AD.^3^, ^4^ Because LDLR is a major endocytic APOE receptor,^59^ it was hypothesized that modulating LDLR levels could influence brain APOE levels. Indeed, deletion of *Ldlr* increased APOE levels in the brain.^59^, ^60^, ^61^ Of note, the overexpression of *Ldlr* significantly reduced APOE and Aβ levels in Aβ‐amyloidosis mouse models.^16^, ^18^ These findings underscore the critical role of LDLR in regulating Aβ accumulation and position it as a potential therapeutic target for AD. Because IDOL promotes the degradation of LDLR, we hypothesized that inhibiting IDOL could be a promising approach to increase endogenous LDLR levels and, consequently, reduce Aβ deposition. Indeed, our previous work using a whole‐body *Idol* KO mouse model demonstrated an increase in brain LDLR levels with a significant decrease in Aβ accumulation.^20^ In addition, the inhibition of *Idol* with an antisense oligonucleotide was reported to reduce the amyloid burden in an *APP* transgenic mouse model.^62^ Because *Idol* is expressed primarily in microglia and neurons in the brain, we examined its role in these cell types and its contribution to amyloid pathology.

Since APOE regulates Aβ clearance via LDL receptors and microglia are critical for Aβ clearance,^15^ we first focused on the role of IDOL in microglia. Previously demonstrated that *Idol* knockdown increased Aβ uptake in microglia in vitro.^20^ This effect was abolished with *Ldlr* knockdown,^20^ suggesting that LDLR mediates the impact of *Idol* inhibition on microglial Aβ uptake. Moreover, the inhibition of IDOL with an antisense oligonucleotide induced transcriptomic changes mainly in microglia populations, as detected by single‐cell RNA‐seq.^62^ Based on the enrichment of DEGs in lysosomal pathways, it was suggested that IDOL inhibition might enhance microglial phagocytic functions.^62^ However, further functional studies are necessary to establish causality and to address potential technical biases introduced by single‐cell isolation methods that enrich glial cells. To determine whether microglial *Idol* deletion decreases Aβ accumulation in vivo, we generated 5XFAD;MG cKO mice. Surprisingly, Aβ levels did not change in the brains of 5XFAD;MG cKO mice (Figure 1). While IDOL may regulate microglial Aβ clearance, its ubiquitous expression implies that additional mechanisms may contribute to the amyloid reduction observed in *Idol* constitutive KO mice.^20^ Indeed, our data demonstrate that the deletion of microglial *Idol* alone is not sufficient to decrease amyloid deposition, indicating the involvement of other mechanisms.

To investigate the contribution of neuronal IDOL to amyloid deposition, we generated neuronal *Idol* KO mice and crossbred them with 5XFAD mice (5XFAD;Neu cKO). Deletion of neuronal *Idol* markedly decreased Aβ levels and amyloid plaques (Figures 1 and 2). To explore the underlying mechanisms, we assessed LDLR and APOE levels in the brains of 5XFAD;Neu cKO and 5XFAD;MG cKO mice. Surprisingly, only neuronal *Idol* deletion increased LDLR and decreased APOE levels, whereas microglial *Idol* deletion had no effect on either (Figure 4). Given that only 5XFAD;Neu cKO mice showed reduced amyloid deposition, these findings suggest that the neuronal LDLR‐APOE axis may play an important role in Aβ accumulation.

As *APOE* ε4 is the strongest genetic risk factor for AD, many studies have focused on understanding how different *APOE* isoforms influence disease risk. These studies have discovered multiple mechanisms by which *APOE ε4* affects various cell types, contributing to AD‐related pathologies.^63^, ^64^ One key difference among *APOE* isoforms is their ability to regulate lipid metabolism and cholesterol efflux. While *APOE2* is the most efficient at promoting cholesterol efflux, *APOE4* is the least efficient, correlating inversely with AD risk.^65^, ^66^ Biochemical studies have also identified isoform‐specific differences in LDLR binding, with APOE2 exhibiting a lower binding capacity than APOE4 does.^67^, ^68^, ^69^ A recent study explored how these binding differences may affect lipid metabolism and tau pathology.^70^ Cells treated with lipidated‐APOE2 exhibited decreased APOE‐LDLR binding and reduced uptake of lipidated‐APOE, thereby preventing excessive lipid burden and lysosomal pathology compared to APOE3 and APOE4.^70^ In a tauopathy model, *APOE4* mice exhibited the greatest lipid peroxidation, whereas *APOE2* mice had the least. This difference was suggested to result from APOE‐LDLR interactions.^70^ Although this study provides a novel mechanism linking APOE‐LDLR interaction to lysosomal pathology and suggests that reducing LDLR may be beneficial, these effects may be context dependent. For example, *APOE2* mice exhibited more tau pathology, compared to *APOE3* and *APOE4* mice, and behavioral abnormalities in a tauopathy model.^71^ Furthermore, the *APOE* ε2 allele was associated with increased tau pathology in the brains of human progressive supranuclear palsy, a primary tauopathy.^71^ Similarly, *APOE2* exacerbated TDP‐43 proteinopathy,^72^ a pathology that is seen in 57% of patients with AD.^73^ As AD involves multiple pathologies, including amyloid, tau, and lysosomal pathologies, future studies should consider these pathologies together to better understand the net effect of APOE‐LDLR interaction on AD. Given the critical role of LDLR in Aβ clearance, the benefits of increasing LDLR may outweigh the overall management of AD. It is notable that overexpression of *Ldlr* also reduced tau pathology and neurodegeneration in a tauopathy mouse model,^74^ further supporting the beneficial effects of increasing LDLR in AD.

Although the impact of *APOE* isoforms on AD is well established, modulating APOE levels also affects disease pathology. For example, in a tauopathy mouse model, *Apoe* KO mice exhibited less tau‐mediated neurodegeneration compared to those expressing *APOE3* or *APOE4*.^75^ Other studies have demonstrated that deleting one copy of human *APOE* ε4 or *APOE* ε3 significantly reduces APOE levels and amyloid pathology in mouse models.^5^, ^6^ Taken together, these findings suggest that reducing APOE levels, regardless of isoform, may be beneficial in AD. Indeed, a recent human genetics study supported this notion by identifying *APOE* loss‐of‐function mutations associated with resistance to AD, independent of the *APOE* isoform.^10^ Losing one copy of either *APOE* ε3 or *APOE ε4* delayed or prevented symptom onset.^10^ Collectively, these studies provide compelling evidence that lowering APOE levels may be a promising therapeutic strategy for AD.^11^ Therefore, IDOL inhibition may be a viable approach, as it regulates LDLR‐mediated APOE uptake.

Although the beneficial effects observed in 5XFAD;Neu cKO mice may be due to decreased APOE levels (Figure 4C), this is likely not the only mechanism. Indeed, LDLR has been demonstrated to regulate Aβ uptake and clearance even in the absence of APOE, indicating APOE‐independent effects.^76^ Furthermore, both *Ldlr* KO and *Ldlr‐Apoe* double KO 5XFAD mice showed reduced astrogliosis and microgliosis, whereas *Apoe* KO mice did not.^61^ These results suggest that LDLR may also regulate neuroinflammation independently of APOE. In addition, LDLR‐independent mechanisms may contribute to the phenotype observed in 5XFAD;Neu cKO mice. VLDLR and APOER2, other LDL receptor family members, are also the targets of IDOL.^53^ Our proteomics data support this finding, as VLDLR and APOER2 levels were increased in the brains of 5XFAD;Neu cKO mice (Figure 6). VLDLR and APOER2 mediate Reelin signaling, which is essential for neuronal migration during brain development.^77^ Because we used the Camk2a‐Cre mouse model that initiates Cre‐loxP recombination postnatally, not during the embryonic stage, any potential developmental defects or compensatory responses were avoided. In the adult brain, Reelin signaling is important for memory and synaptic plasticity, as deletion of either *Reelin (Reln)* or its receptors, *Vldlr* and *Apoer2*, impairs hippocampal synaptic transmission.^54^, ^78^ Moreover, Reelin signaling has been demonstrated to mitigate Aβ‐mediated synaptic impairment and tau phosphorylation.^79^, ^80^ Therefore, the increase in VLDLR and APOER2 levels following neuronal *Idol* deletion may also contribute to the beneficial effects observed in 5XFAD;Neu cKO mice. Given that *Reln* is expressed in inhibitory neurons in the adult brain^81^, ^82^, ^83^ and our snRNA‐seq analysis identified the most significant changes in inhibitory neuron populations in 5XFAD;Neu cKO mice (Figure 7), VLDLR and APOER2 likely play a role in the observed phenotypes. The enrichment of these receptors in inhibitory neurons compared to LDLR also strengthens this hypothesis (Figure S8).

In addition to reducing Aβ pathology, inhibiting IDOL could enhance the neuroprotective effects of Reelin. Recently, a rare gain‐of‐function variant in *RELN* was identified in a patient with an autosomal dominant AD‐causing mutation, and it was associated with resilience against cognitive impairment.^84^ The individual developed mild cognitive impairment approximately two decades later than the typical onset for carriers of this autosomal dominant AD mutation and exhibited relatively low tau pathology. Biochemical and functional studies revealed that the *RELN* variant enhances Reelin signaling and limits tau pathology, which may underlie the observed cognitive resilience. Considering these studies, our findings suggest that IDOL inhibition may enhance synaptic functions by modulating Reelin signaling through VLDLR and APOER2. Although we did not assess the effect of *Idol* deletion on tauopathy, previous studies have demonstrated that deletion of *Apoe* and overexpression of *Ldlr* can reduce tau‐associated neurodegeneration.^74^, ^75^ Because IDOL regulates both APOE and LDLR, neuronal IDOL may also influence tau pathology, further underscoring its broad role in multiple AD‐related pathologies. Overall, our results highlight the critical role of neuronal IDOL in AD pathogenesis, providing new therapeutic avenues for AD.

## 5 CONCLUSION

APOE and its receptors play an important role in the pathogenesis of AD. Notably, increasing LDLR levels, either through *Ldlr* overexpression or by deleting its E3 ubiquitin ligase *Idol*, reduced APOE levels and attenuated amyloid pathology.^16^, ^20^ Here, we demonstrate that neuronal, not microglial, IDOL plays a key role in regulating brain APOE and LDLR levels, as well as Aβ accumulation. In addition, neuronal IDOL modulates Reelin receptors, which are critical for synaptic function. Thus, targeting neuronal IDOL may offer multiple therapeutic benefits in AD by simultaneously reducing amyloid burden and gliosis while enhancing synaptic health. Given that IDOL is an E3 ubiquitin ligase and enzymes are highly druggable targets,^85^ its pharmacological inhibition represents a promising strategy for AD treatment.

## AUTHOR CONTRIBUTIONS

Conceptualization: Hande Karahan, Do‐Hun Lee, and Jungsu Kim. Methodology: Hande Karahan, Kelly Hartigan, Md Mamun Al‐Amin, H.R. Sagara Wijeratne, Dominic J. Acri, Luke C. Dabin, Byungwook Kim, Do‐Hun Lee, and Jungsu Kim. Investigation: Hande Karahan, Kelly Hartigan, Md Mamun Al‐Amin, Sutha K. John, Brianne McCord, H.R. Sagara Wijeratne, Dominic J. Acri, Daniel C. Smith, Hannah M. Rondon Cordero, and Do‐Hun Lee. Writing—original draft: Hande Karahan. Writing—review & editing: all authors. Funding acquisition: Jungsu Kim. Supervision: Hande Karahan and Jungsu Kim.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest. Any author disclosures are available in the Supporting Information.

## Supporting information

Supporting Information

Supporting Information

Supporting Information

## Data Availability

Bulk RNA‐seq data have been deposited at GEO: GSE301451 and are publicly available as of the date of publication. Single‐nuclei RNA‐seq data have been deposited at GEO: GSE300690 and are publicly available as of the date of publication. Proteomics data have been deposited at the MassIVE database: MSV000098209 and are publicly available as of the date of publication. All other data generated during this study are included in this published article and its supplementary information files.

# Supplementary material for: Deletion of neuronal Idol ameliorates Alzheimer's disease–related pathologies via APOE receptors
**Source:** Alzheimers Dement. 2025 Dec 12;21(12):e70949. doi: 10.1002/alz.70949
**Supplement:** Supplementary file 1 — Supporting Information

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Hande Karahan

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Kelly Hartigan

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Md Mamun Al-Amin

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Sutha K. John

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Brianne McCord

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** H.R. Sagara Wijeratne

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Dominic J. Acri

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Daniel C. Smith

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Luke C. Dabin

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Hannah M. Rondon Cordero

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Byungwook Kim

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Do-Hun Lee

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/27/2025

**Your Name:** Jungsu Kim

**Manuscript Title:** Deletion of neuronal Idol ameliorates Alzheimer's disease-related pathologies via APOE receptors

**Manuscript Number (if known):** ADJ-D-25-02353

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# Supplementary material for: Deletion of neuronal Idol ameliorates Alzheimer's disease–related pathologies via APOE receptors
**Source:** Alzheimers Dement. 2025 Dec 12;21(12):e70949. doi: 10.1002/alz.70949
**Supplement:** Supplementary file 3 — Supporting Information

## **Deletion of neuronal *Idol* ameliorates Alzheimer's disease-related pathologies via APOE receptors**

Hande Karahan,<sup>1,2</sup> Kelly Hartigan,<sup>1,3</sup> Md Mamun Al-Amin,<sup>1,2</sup> Sutha K. John,<sup>1,2</sup> Brianne McCord,<sup>1,2</sup> H.R. Sagara Wijeratne,<sup>1,4</sup> Dominic J. Acri,<sup>1,3</sup> Daniel C. Smith,<sup>1,3</sup> Luke C. Dabin,<sup>1,2</sup> Hannah M. Rondon Cordero,<sup>1,2</sup> Byungwook Kim,<sup>1,2</sup> Do-Hun Lee,<sup>1,2</sup> Jungsu Kim<sup>1,2,3,\*</sup>

### **SUPPORTING INFORMATION**

**Supplementary Figure S1. *Idol* mRNA is downregulated in the brains of *Idol* conditional knock-out mice**

**Supplementary Figure S2. Soluble A $\beta$  levels were decreased in the cortices of neuronal *Idol* knock-out mice**

**Supplementary Figure S3. A $\beta$  levels in the hippocampus of neuronal *Idol* knock-out mice**

**Supplementary Figure S4. Integrative analysis of transcriptomic and proteomic changes in neuronal *Idol* knock-out mice**

**Supplementary Figure S5. snRNA-seq identifies transcriptional changes and pathway signatures in neuronal populations in neuronal *Idol* knock-out mice**

**Supplementary Figure S6. snRNA-seq identifies transcriptional changes and pathway signatures in other cell populations in neuronal *Idol* knock-out mice**

**Supplementary Figure S7. snRNA-seq identifies a distinct inhibitory neuron population in neuronal *Idol* knock-out mice**

**Supplementary Figure S8. The expression of APOE receptors in neuronal clusters**

**Figure S1.**

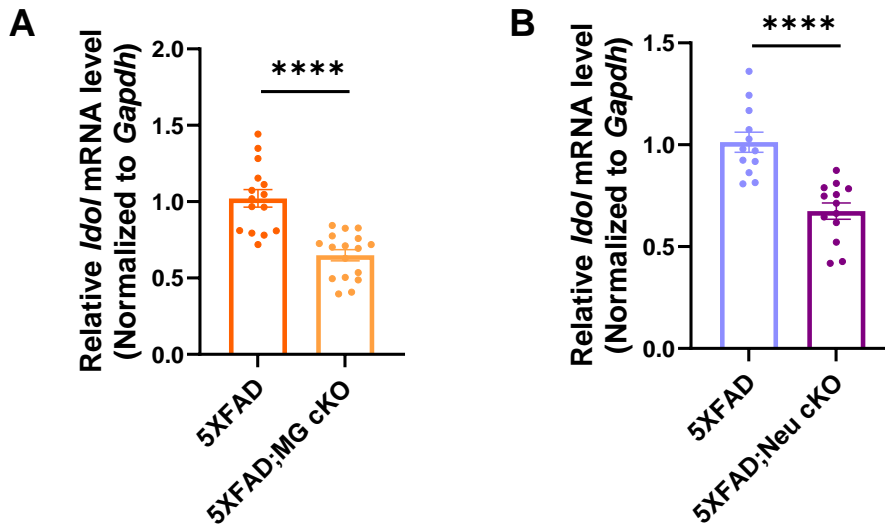

**Supplementary Figure S1. *Idol* mRNA is downregulated in the brains of *Idol* conditional knock-out mice.** *Idol*-floxed mice were bred with *Cx3cr1-CreERT2* or *Camk2a Cre* mice and then with the 5XFAD mouse model to generate microglial (5XFAD;MG cKO) and neuronal (5XFAD;Neu cKO) *Idol* knock-out mice. Microglial *Idol* deletion was induced with tamoxifen injection (75 mg/kg, i.p., 5 days) at 1.5 months of age. *Idol* mRNA levels were measured in the cortices of 4-month-old mice by qPCR. **A)** *Idol* expression was significantly lower in 5XFAD;MG cKO mice compared to littermate 5XFAD controls (N=15-16/genotype). **B)** *Idol* expression was significantly lower in 5XFAD;Neu cKO mice compared to 5XFAD controls (N=11-12/genotype). The data represent mean  $\pm$  SEM. Unpaired two-tailed t-test; \*\*\*\*p<0.0001.

Figure S2.

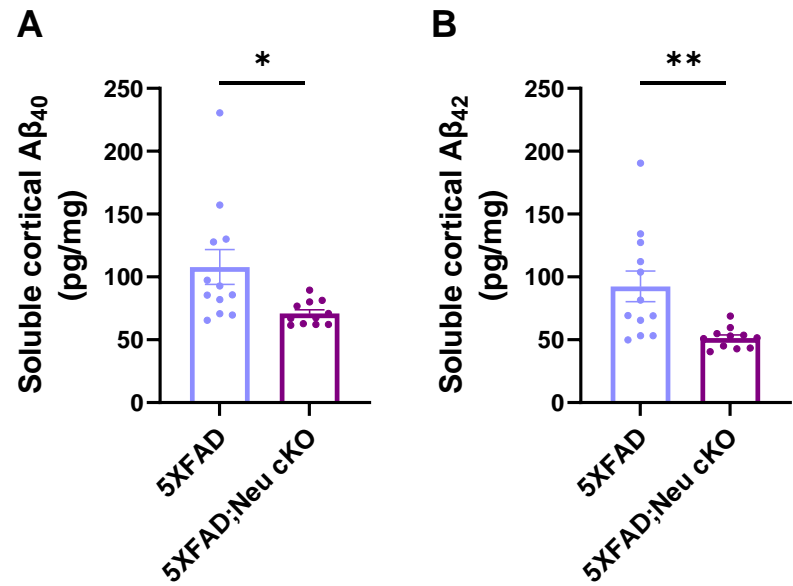

**Supplementary Figure S2. Soluble Aβ levels were decreased in the cortices of neuronal *Idol* knock-out mice.** Soluble Aβ40 and Aβ42 levels were measured in the RIPA fraction of the cortices. **A)** Soluble Aβ40 and **B)** Aβ42 levels were significantly decreased in the cortices of 5XFAD;Neu cKO mice compared to 5XFAD mice (N=11-12/genotype). The data represent mean ± SEM. Unpaired two-tailed t-test; \*p<0.05, \*\*p<0.01.

**Figure S3.**

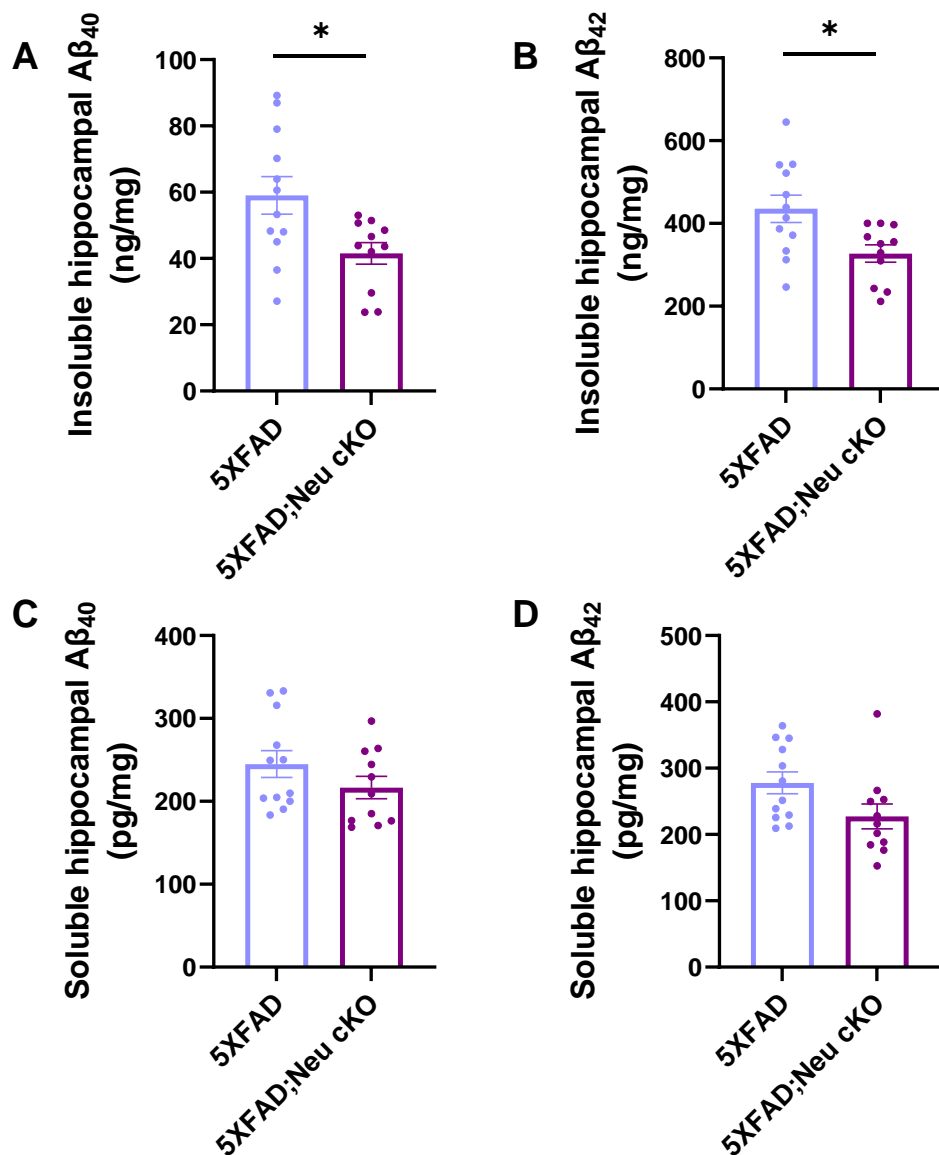

**Supplementary Figure S3. Aβ levels in the hippocampus of neuronal *Idol* knock-out mice.**

**(A-B)** Insoluble Aβ<sub>40</sub> and Aβ<sub>42</sub> levels were measured in the guanine fraction of 5XFAD mouse hippocampi using an Aβ electrochemiluminescence assay. **A)** Insoluble Aβ<sub>40</sub> and **B)** Aβ<sub>42</sub> levels were decreased in the hippocampi of 5XFAD;Neu cKO mice compared to 5XFAD mice (N=11-12/genotype). **(C-D)** Soluble Aβ<sub>40</sub> and Aβ<sub>42</sub> levels were measured in the RIPA fraction of the hippocampal lysates. **C)** Soluble Aβ<sub>40</sub> and **D)** Aβ<sub>42</sub> levels were not significantly different between the genotypes (N=11-12/genotype). The data represent mean ± SEM. Unpaired two-tailed t-test; \*p<0.05.

Figure S4.

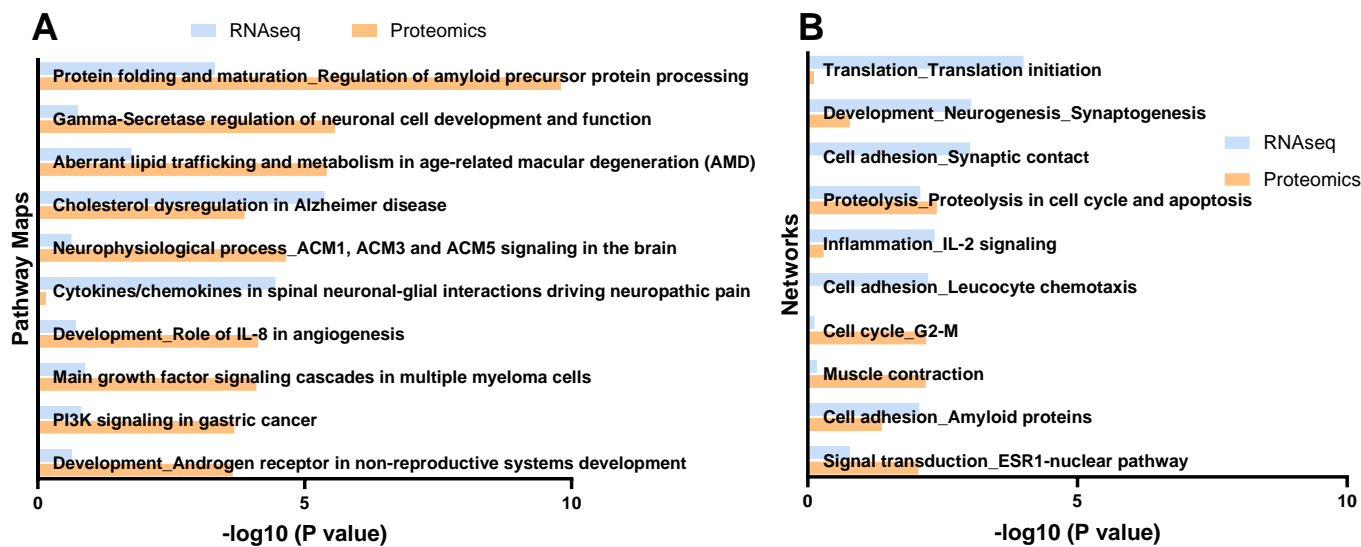

**Supplementary Figure S4. Integrative analysis of transcriptomic and proteomic changes in neuronal *Idol* knock-out mice.** Bulk RNA-sequencing and mass spectrometry were performed on the cortices of 4-month-old 5XFAD;Neu cKO and 5XFAD mice. Differentially expressed genes (DEGs) were identified in bulk RNAseq, and differentially expressed proteins (DEPs) were identified in proteomics. Integrative analyses were performed using DEGs and DEPs with MetaCore™. **A)** Pathway and **B)** network analyses identified enrichment of different pathways driven by transcriptomic or proteomic changes.

**Figure S5.**

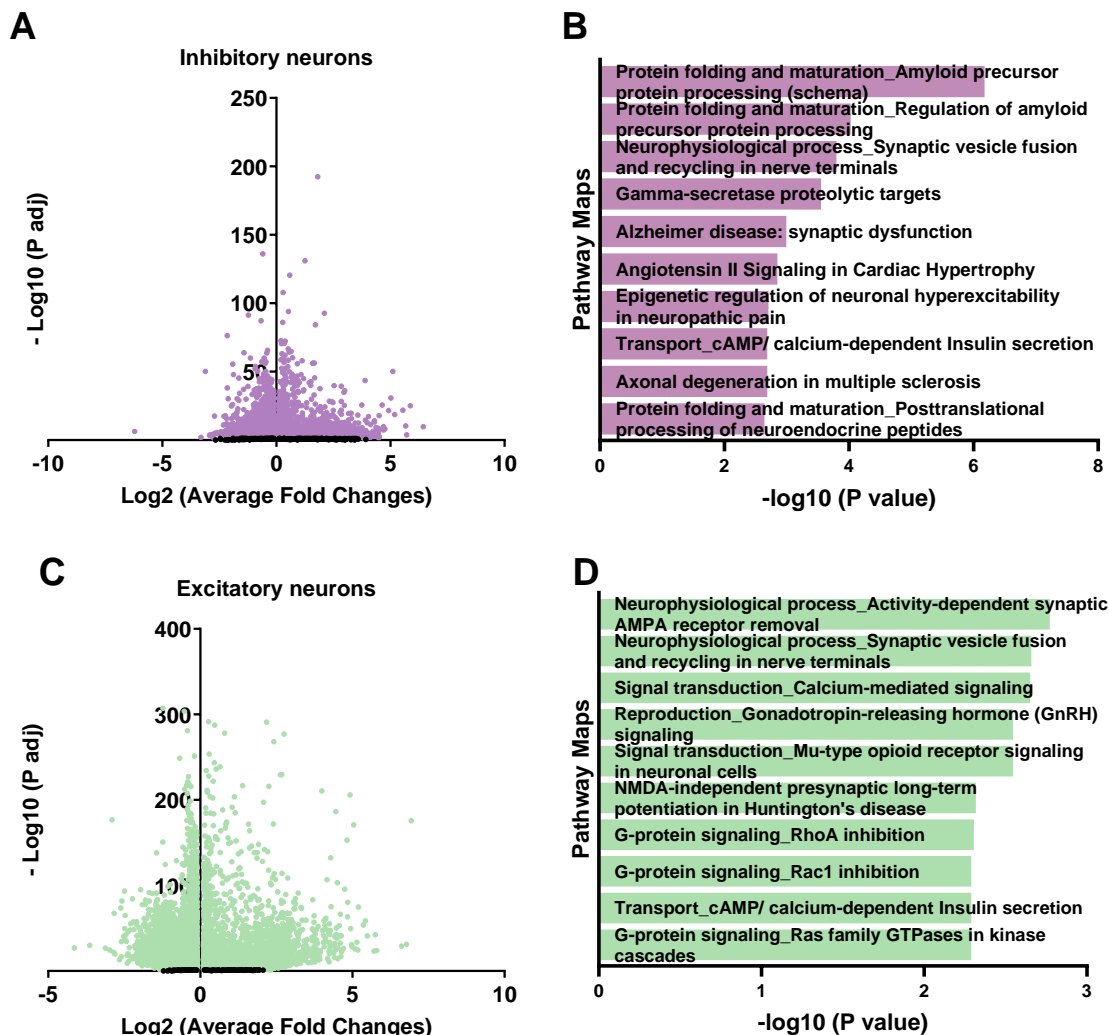

**Supplementary Figure S5. snRNA-seq identifies transcriptional changes and pathway signatures in neuronal populations in neuronal *Idol* knock-out mice.** **A)** Differentially expressed genes (DEGs) were identified in inhibitory neurons of 5XFAD;Neu cKO mice compared to 5XFAD mice (p-adj<0.05). **B)** Pathway analysis was performed with DEGs using the MetaCore™ software. **C)** DEGs were identified in excitatory neurons of 5XFAD;Neu cKO mice compared to 5XFAD mice (p-adj<0.05). **D)** Pathway analysis was performed with DEGs using the MetaCore™ software. See also Table S9-S12.

**Figure S6.**

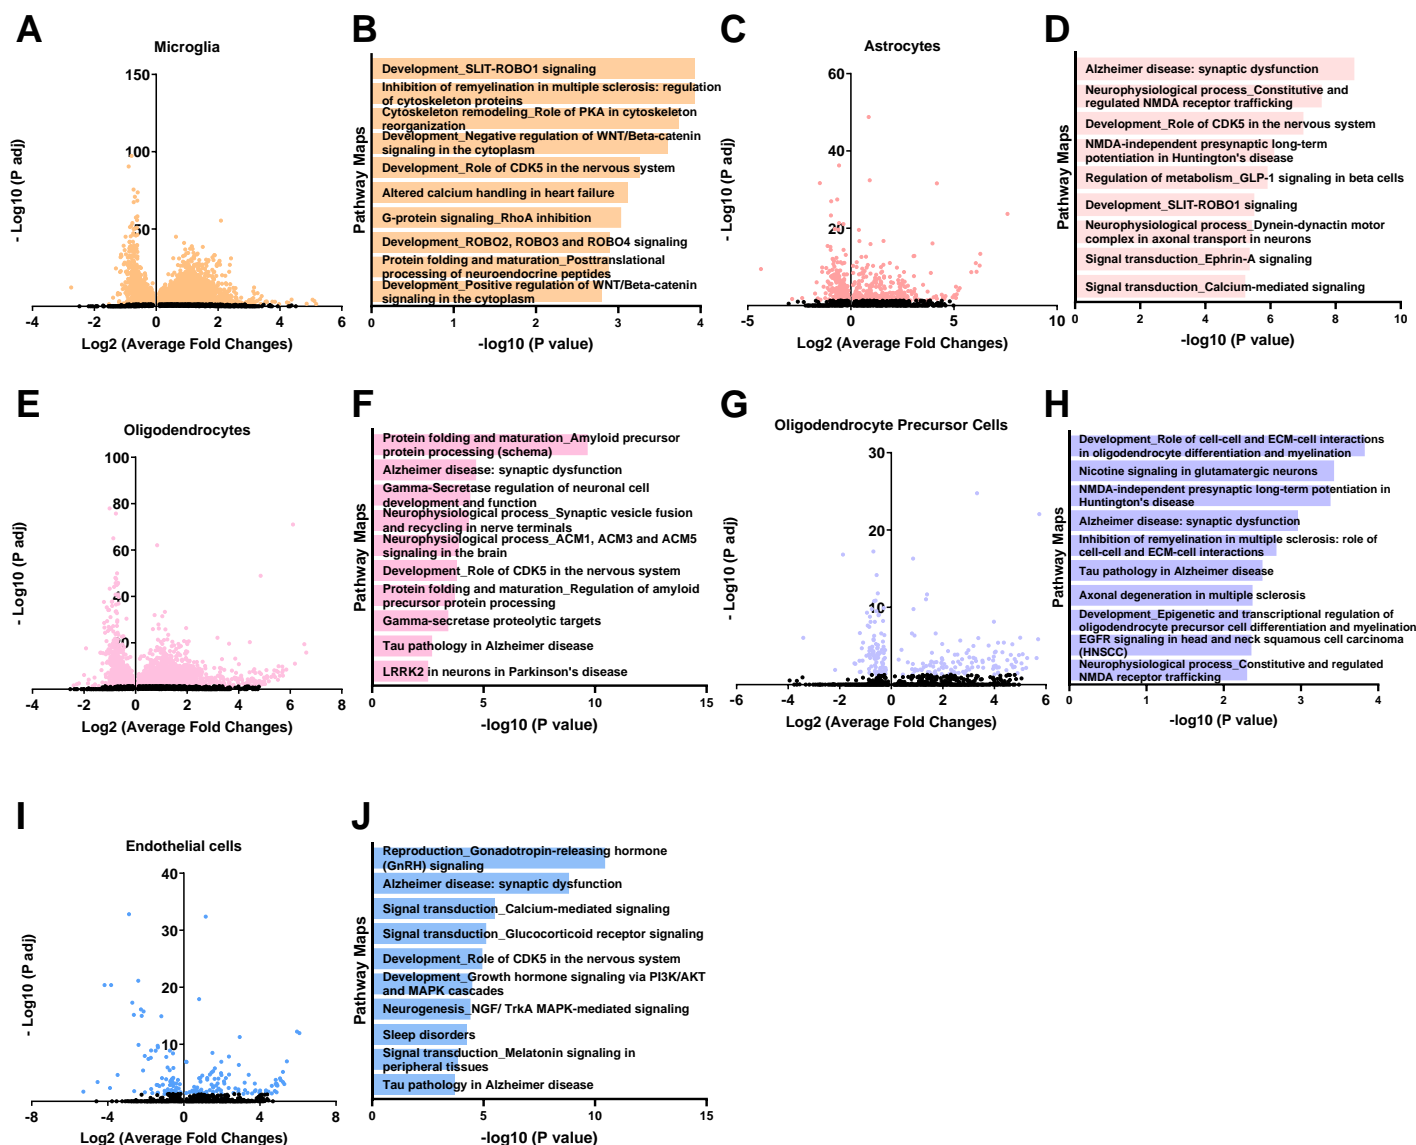

**Supplementary Figure S6. snRNA-seq identifies transcriptional changes and pathway signatures in other cell populations in neuronal *Idol* knock-out mice.** Differentially expressed genes (DEGs) were identified in **A**) microglia, **C**) astrocytes, **E**) oligodendrocytes, **G**) oligodendrocyte precursor cells, and **I**) endothelial cells in 5XFAD;Neu cKO mice compared to 5XFAD mice ( $p\text{-adj} < 0.05$ ). Pathway analyses were performed with the DEGs in **B**) microglia, **D**) astrocytes, **F**) oligodendrocytes, **H**) oligodendrocyte precursor cells, and **J**) endothelial cells using the MetaCore™ software. See also Table S13-S22.

Figure S7.

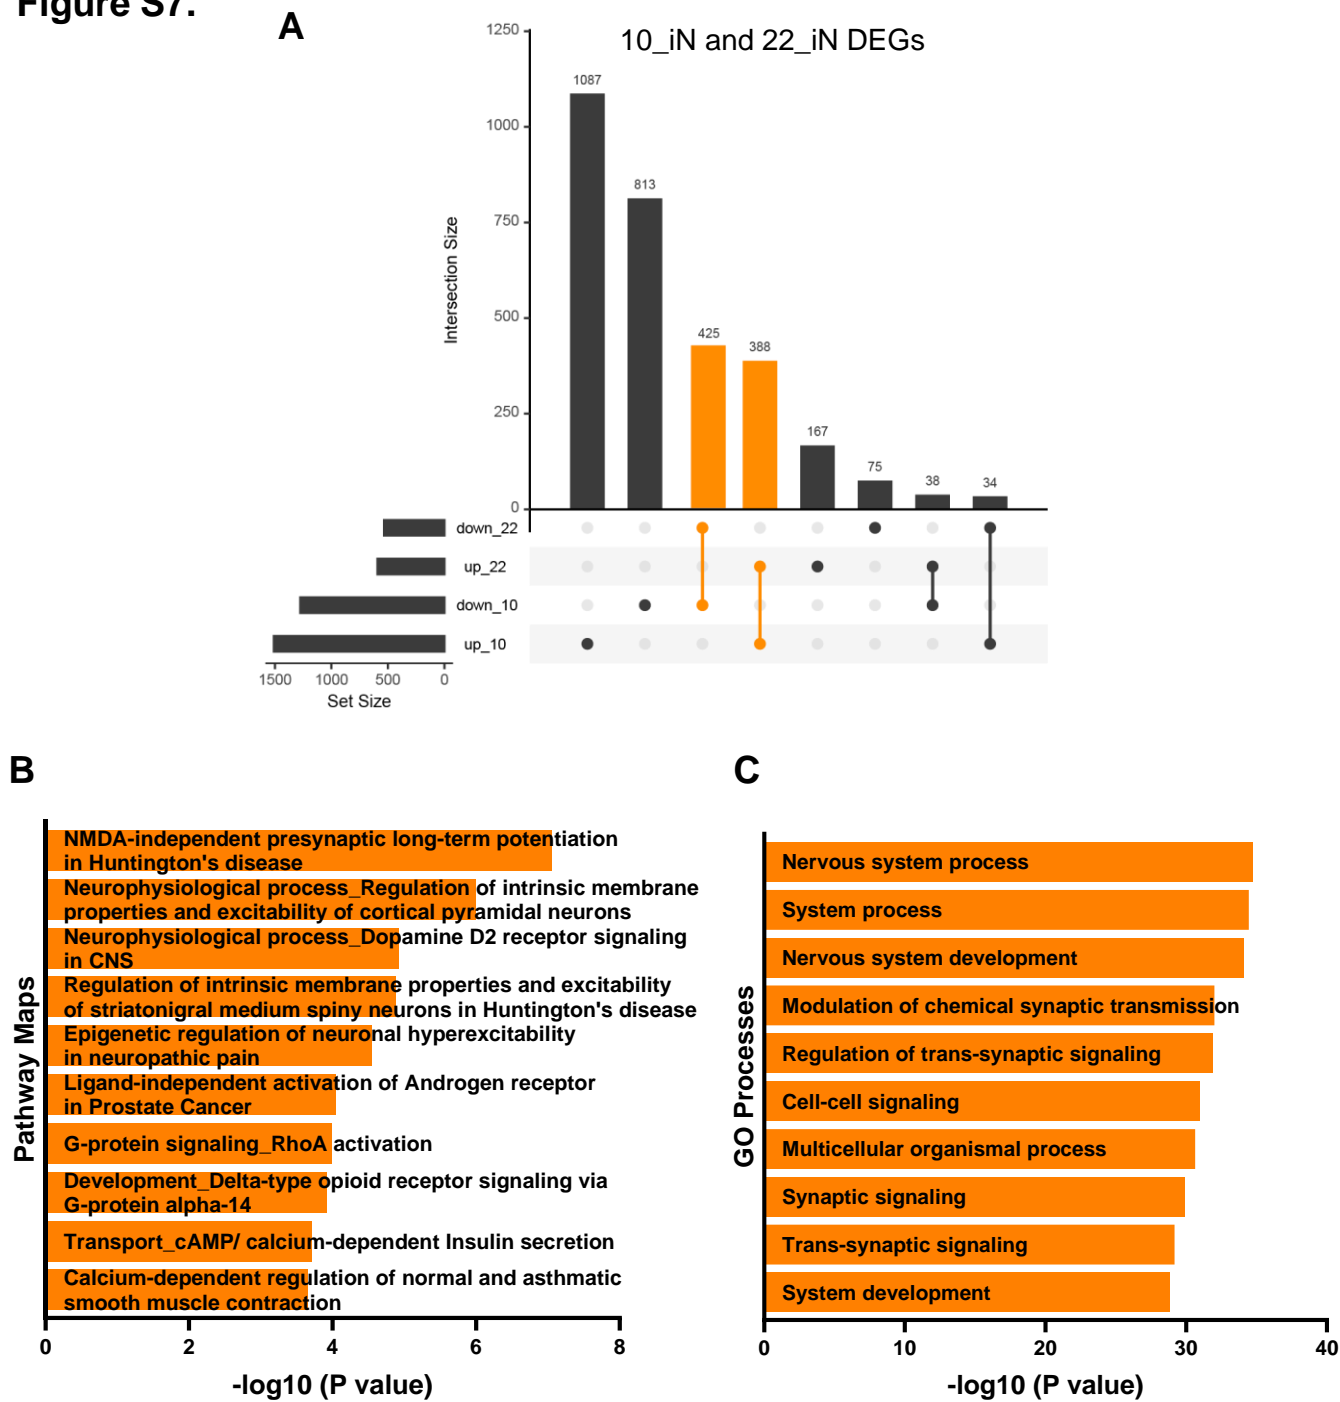

**Supplementary Figure S7. snRNA-seq identifies a distinct inhibitory neuron population in neuronal *Idol* knock-out mice.** **A)** Differentially expressed genes (DEGs) were identified in *Meis2*<sup>+</sup> neurons (Clusters 10 and 22) compared to other inhibitory neuron clusters (p-adj<0.05). There were 425 downregulated and 388 upregulated common genes in clusters 10 and 22 compared with the other inhibitory neurons. **B)** Pathway and **C)** GO analyses were performed with the common DEGs in clusters 10 and 22 compared to other inhibitory neuron clusters using the MetaCore™ software. See also Table S24-S26.

Figure S8.

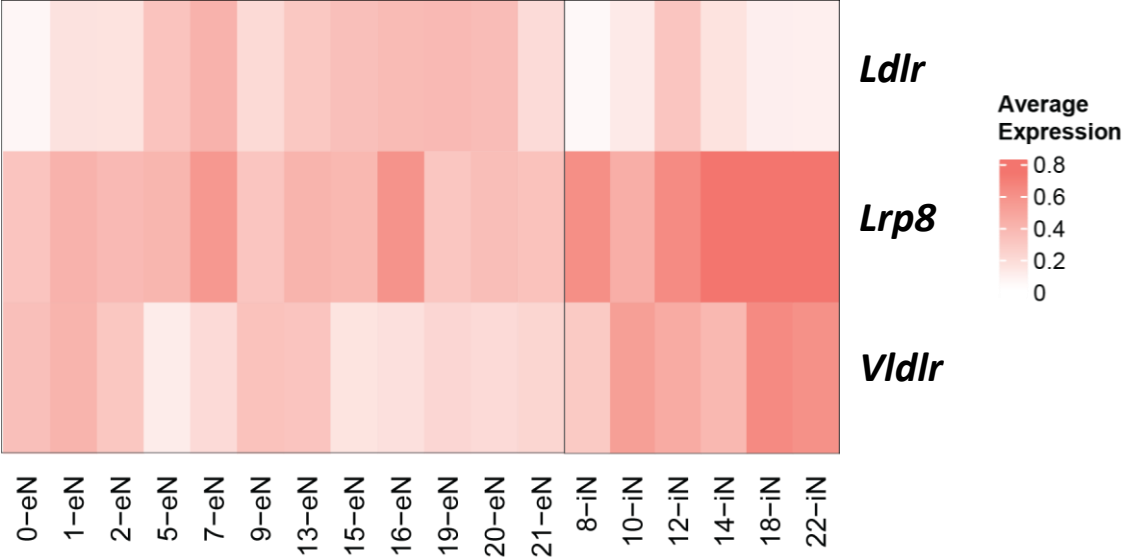

**Supplementary Figure S8. The expression of APOE receptors in neuronal clusters.** The expression of *Ldlr*, *Lrp8* (*Apoer2*), and *Vldlr* is demonstrated in excitatory neurons (eN) (clusters 0-2, 5, 7, 9, 13, 15, 16, 19-21) and inhibitory neurons (iN) (clusters 8, 10, 12, 14, 18, 22) via snRNA-seq analysis. *Lrp8* and *Vldlr* are enriched in inhibitory neurons.

How the deposited data were processed for this re-analysis (not part of the article)

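Bulk RNA-seq of cortex was analysed from 10 female mice aged 4 months, 5 labelled 5XFAD;Neu cKO and 5 labelled 5XFAD. The proteomic, biochemical, histological and single-nucleus measurements of the paper were not analysed here.

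The authors made QuantSeq 3′ libraries, sequenced them as single reads, trimmed adapters and poly(A) tails with bbduk, aligned the reads with STAR to GRCm39 with Ensembl annotation and counted them per gene with htseq-count. The values they deposited are these counts, whole numbers per gene and library with no normalization. The paper states that the parameters recommended by the kit's maker were used, and its text does not name the strand setting of the counting, so antisense and overlapping genes are uncertain. The deposited counts hold 53700 gene identifiers, 52610 of which were given a symbol from the GENCODE annotation of the same build. The annotation used here is a later release than the authors', and it was used for names and places only.

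Reads that the counting placed on no gene made up 31.3% to 39.9% of the reads it kept in 5XFAD libraries and 34.4% to 38.2% in 5XFAD;Neu cKO libraries, and ambiguous reads 0.428% to 0.467% and 0.436% to 0.454%. The counting also set aside 2.76 to 3.98 alignments of reads with several places for every read it counted. These summary rows entered neither library sizes nor tests. Between 20.2% and 25.1% of the counted reads were mitochondrial, and mt-Rnr1 and mt-Rnr2 together took 14.6% to 19.6%. The share of mitochondrial reads did not differ between the groups beyond the spread between libraries (exact two-sided permutation test, p = 0.111, n = 5 per group). No pair of libraries within a group differed by as little as sampling noise alone gives, the smallest chi-square per degree of freedom of the 20 pairs being 5.87. Xist was counted 3201 to 5682 times in every library, and Ddx3y, Eif2s3y, Kdm5d and Uty 0 to 4 times, as in female mice.

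Counts were compared in R 4.3.3 with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest, TMM normalization, condition as the only term). Genes with a total of 10 or less were removed, and the adjusted p is Benjamini-Hochberg's over the 19268 genes left, with a threshold of 0.05. The common biological coefficient of variation was 0.281. Single genes were also compared with an exact two-sided permutation test of the mean log2 CPM over 252 relabellings, whose smallest p is 0.0079. Gene lists were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2. The 23 lists of cell types, cell states, brain regions, pathways and possible technical sources were written from general knowledge, and 3 of their symbols were not found among the gene names. Lists share genes: all 11 of homeostatic microglia, as written, are in the microglia list, and 3 of plaque-associated microglia are. The paper's enrichment software was not used here.

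The genes named in the text follow a fixed rule: genes the paper names for its bulk RNA-seq, Mylip, APOE and its receptors, the members given in Tables S5 and S6 for immune, apoptosis and synaptic terms, App and Thy1, Aif1, the sex-linked genes above, and the 5 largest rises and the 5 largest falls among genes past the threshold whose groups did not overlap. Genes outside this rule are named as chosen after their values were seen. Some genes that the rule covers are not reported here.

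The lists, the rule for named genes and the following alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, edgeR's filterByExpr, no filter on low counts, a robust fit, leaving out mitochondrial genes, the replicate number as a block, each library left out in turn, and for the lists fry, an estimated correlation, a prior count of 0.5 and leaving out members of Table S4. The base of the mitochondrial DNA, as inferred from the reads on mt-Nd3 and Gm28438, was added as a covariate after seeing the data.

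The steps were tested on simulated counts drawn from the means, sizes and dispersions of these libraries, with 8 simulations for each size of change. The changed genes were drawn only from genes with higher mean counts. The recovery given below thus does not cover genes with few reads, such as Clec7a. At a log2 change of 1, with 200 changed genes among a median of 18609.5 tested, edgeR recovered 72.3% of the changed genes with a false share of 7.59%, and DESeq2 recovered 72.5% with 10.5%, so the share of false calls was above the nominal 5% for both. With 200 changed genes at a log2 change of 0.5, edgeR recovered 21.1% (median of 18619.5 genes tested), and at 2 it recovered 95.6% (18612.5). With no changed gene, edgeR called a mean of 0.75 of 18602.5 genes. A recovery of at least 70% at a log2 change of 1 had first been required of a single simulation, which fell just short of it. The requirement was then dropped, and the simulation was repeated 8 times to give the means above. Estimated changes were required to lie within 0.1 of the simulated ones, and did.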

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

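Of the tests in this part, those of the mitochondrial base, alone and as a covariate, and of blood in the tissue were chosen after the result was seen.

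Single libraries stood apart from the others of their group, by a gap of more than 0.71 of the group's range, in 5 of the 94 groups examined over the named genes and the library measures. Chance flags about 1 in 20, or 4.70 of 94, so the number of such libraries is what chance alone gives. The share of reads on no gene in 5XFAD;Neu cKO replicate 2 was 38.2%, with the others of the group at 34.4% to 35.5% (gap 0.718 of the range). Mitochondrial reads in 5XFAD;Neu cKO replicate 1 took 24.6% against 20.2% to 21.1% (0.805). In 5XFAD replicate 2, log2 CPM was 6.30 for Csf1r against 5.76 to 5.88 (0.772), and 6.33 for Trio against 6.87 to 7.05 (0.742). Csf1r loses its call without this library (adjusted p = 0.0808), and Trio, not called with all 10, had an adjusted p of 0.403 without it. No biological explanation was tested for these 4.

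The remaining one, mt-Nd3 in 5XFAD;Neu cKO replicate 2, was at a log2 CPM of 2.31 against 6.40 to 6.65 (0.943). It goes with the chromosome 1 copy Gm28438, which the paper does not discuss and which took up to 882 reads in a library labelled 5XFAD. That a few libraries carry the rise of mt-Nd3 is argued against by the 4 libraries labelled 5XFAD;Neu cKO that had more mt-Nd3 reads than every library labelled 5XFAD. A candidate explanation is a base difference in mitochondrial DNA between the mice, which may move reads between mt-Nd3 and the copy, since mt-Nd3 and its copy differ only at T9461C (positions from 1 on the mitochondrial chromosome). In each of the 10 libraries nearly all reads sat on one of the genes. Reads on mt-Tr, where the copy has its other difference, went along. They numbered 67 to 131 in the 5 libraries with mostly mt-Nd3 and 0 to 9 in the others. The sum of mt-Nd3 and its copy was higher by 1.04 on the log2 scale in the libraries labelled 5XFAD;Neu cKO. This was within the spread between libraries (exact two-sided permutation test, p = 0.397, n = 5 per group), which does not show that the sums were equal. The sum varied from 67 to 1046 reads between libraries, which this difference alone does not give. The base itself cannot be read from counts, so this stays a hypothesis. A change of mt-Nd3's expression alone would leave the reads on the copy where they were. It is argued against, since the copy took at most 15 reads in the 5 libraries with mostly mt-Nd3 and at least 79 in the others. Whether the base difference is the whole cause of the rise of mt-Nd3, or a change of expression adds to it, cannot be told. With the inferred base as a covariate the log2 fold change fell from 4.45 to 2.47, with a standard error of 0.27 (adjusted p = 3.62e-09, edgeR), but this decides nothing, since the base is inferred from the reads on mt-Nd3 itself and single libraries carry the comparison. The libraries with mostly mt-Nd3 reads hold only 1 labelled 5XFAD, replicate 2 (log2 CPM 3.83 against 6.40 to 6.65), which had the smallest sum, 67 reads, and the libraries with mostly copy reads only 1 labelled 5XFAD;Neu cKO, replicate 2 (2.31 against -0.81 to 1.06). Mitochondrial DNA comes from the mother, and the uneven spread of 4 of 5 against 1 of 5 is within chance (Fisher's exact test, p = 0.206, n = 5 per group).

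Among the 42 genes past the threshold in edgeR, 12 are not in Table S4. They are Hbb-bs, Hba-a1, C1qb, Lrrc17, Oxt, Snord89, Mpeg1, Mzt1, F3, Topaz1, mt-Rnr2 and Clec7a, several of them named after their values were seen. DESeq2 gave no adjusted p for 8 of the 12, and one above 0.05 for the other 4. All 74 reads of Topaz1 were in 5XFAD replicate 4. C1qb is in the microglia list and Clec7a in the plaque-associated list, and no further explanation was tested for the others apart from the hemoglobin genes and Oxt. The hemoglobin genes Hba-a1 and Hbb-bs were higher, although the mice were perfused. Hba-a1 was at 20.6 ± 8.96 CPM against 4.40 ± 4.43 CPM and Hbb-bs at 50.6 ± 36.9 CPM against 13.5 ± 10.8 CPM (SD, n = 5). Blood left in the tissue of some mice is a candidate explanation. Within genotypes, libraries with more Hba-a1 also had more Hbb-bs (10 libraries, deviations from the group means, Pearson's r = 0.832, permutation test, p = 0.0184, adjusted over 3 relations 0.0391; Spearman's rho = 0.867, permutation test, p = 0.0142, adjusted 0.0426), and r was 0.802 without the 2 libraries farthest from the median. This shows that both genes vary together between mice, not why they were higher in one group. The list of blood genes, 7 tested, had a median log2 fold change of 1.65 (camera, adjusted p = 0.000581), and fry gave 0.101. Without 5XFAD;Neu cKO replicate 1 the median was 0.83 (camera, adjusted p = 0.0119).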

How the results depend on the processing

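The mitochondrial base as a covariate was chosen after seeing the data. The other settings were not.

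Ctsd, Ctss, Csf1r, Tyrobp and Gfap stayed lower and past the threshold under all 7 alternatives set for genes with all 10 libraries, their adjusted p-values reaching at most 0.0118, and under the added covariate. The number of genes past the threshold moved. It was 42 (11 higher, 31 lower, 30 of Table S4) and became 73 with DESeq2 (22 higher, 51 lower, 73 of Table S4), 103 with no filter on low counts (41, 62 and 49) and 91 with the mitochondrial base as a covariate (35 higher, 56 lower). DESeq2's calls shared 30 genes with the 42, those without a filter 42 and those with the covariate 35. Without a filter 24900 genes were tested. With DESeq2's size factors, filterByExpr, the robust fit and without mitochondrial genes it was 42, 32, 46 and 34. The cause of these shifts was not tested, but DESeq2 gave adjusted p-values for only 5820 genes. The share of higher genes was 26.2%, and 39.8% with no filter. Across the 10 fits that each left out one library the number ran from 26 without 5XFAD replicate 2 to 72 without 5XFAD;Neu cKO replicate 1, that of higher genes from 6 to 20, of lower genes from 19 to 54 and of Table S4 genes from 16 to 40.

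Of the transcripts of Table S1 proteins, 0 passed, and 1 did with DESeq2, the robust fit and the added covariate. Across the fits that left out one library it was 0 to 1, and 0 to 1 adjusted over the list alone. The correlation of protein ratios with transcript changes was 0.343 with no filter and 0.201 with the added covariate, against 0.109. With one library left out it ran from 0.0657 (without 5XFAD replicate 2) to 0.143 (without 5XFAD replicate 1). The cause of these shifts in the correlation was not tested, but without a filter transcripts with few reads can enter it. Of the genes named, Vldlr, at 0.03, was at -0.00686 with the added covariate and ran from -0.023 to 0.090 with one library left out. Other calls of named genes changed as follows: 11 were gained with DESeq2, 2 gained and 3 lost with the robust fit, 2 gained with no filter, 1 lost with filterByExpr, 1 lost without mitochondrial genes, and 2 gained and 2 lost with the added covariate. Over the fits that left out one library, 28 calls of named genes were lost and 4 gained.

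The replicate numbers do not pair the samples. Libraries of one number in both groups did not deviate together (correlations over 9595 genes of 0.0119, -0.0392, 0.0397, -0.0604 and -0.0418 for numbers 1 to 5), so the fit with the replicate number as a block has no biological ground. It gave 112 genes (47 higher, 65 lower, 53 of Table S4) and 1 transcript of Table S1, 5 named genes gained a call, and cholesterol synthesis was then at -0.074 with an adjusted p of 0.0541.

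The gene lists kept their direction and side of the threshold with DESeq2's size factors, a prior count of 0.5, no filter and, for the 21 lists that could be tested then, without mitochondrial genes. With fry, 8 of the 14 called lists no longer passed: general astrocytes (median -0.12, adjusted p = 0.245), oligodendrocytes (-0.28, 0.0926), blood (1.65, 0.101), activity-regulated genes (0.22, 0.271), nuclear-retained RNA (0.10, 0.354), ribosomal proteins (-0.14, 0.248), synaptic vesicle (-0.064, 0.0585) and cholesterol synthesis (-0.072, 0.248). With an estimated correlation none of the 14 passed: microglia (-0.53), homeostatic (-0.50) and plaque-associated microglia (-0.48), reactive astrocytes (-0.23) and lysosome (-0.21) were each at 0.0625, mitochondrial transfer RNAs (-0.33) at 0.115, and the other 8 from 0.193 to 0.538. Both tests allow for the correlation between the genes of a list. Without members in Table S4, nuclear-retained RNA was at 0.082 (0.21), synaptic vesicle at -0.030 (0.312) and liver X receptor targets at 0.0035 (0.561). With filterByExpr, inhibitory neurons were at -0.039, choroid plexus at -0.058 and liver X receptor targets at 0.0019. With the added covariate, endothelial cells were at -0.062, excitatory neurons at -0.0994, inhibitory neurons at -0.056, striatum at 0.022 and cholesterol synthesis at -0.079 (0.123). None of the lists that changed sign was called in either setting, and the cause was not tested. With one library left out, medians ran from -0.14 to -0.063 for general astrocytes, -0.079 to 0.054 for endothelial cells, -0.032 to 0.074 for excitatory and -0.043 to 0.083 for inhibitory neurons, -0.12 to 0.092 for striatum, -0.11 to 0.0019 for thalamus, -0.47 to 0.67 for choroid plexus, 0.15 to 0.26 for activity-regulated genes, 0.064 to 0.20 for nuclear-retained RNA, -0.12 to 0.0055 for mitochondrial messenger RNAs, -0.16 to -0.054 for cholesterol synthesis, -0.20 to 0.049 for liver X receptor targets, -0.13 to -0.0082 for hippocampus, -0.10 to -0.025 for synaptic vesicle, -0.18 to -0.078 for ribosomal proteins and 0.83 to 1.96 for blood. Of the 14 called lists, nuclear-retained RNA passed in 4 of these 10 fits, general astrocytes in 5, cholesterol synthesis in 6 and activity-regulated genes in 8, and the other 10 lists passed in all 10.

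The depth limits low genes. Clec7a rests on 98 reads in all, and Mylip on 771.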

Differences from the paper's values

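The paper's Table S4 holds 73 differentially expressed genes, against 42 here. Its 22 higher genes compare with 11 here and its 51 lower genes with 31. Of the alternatives set before the data were examined, DESeq2's Wald test, the paper's own method, gave 73, 22 and 51. No filter on low counts gave 103 in all and 62 lower, within 1.5 times the paper's values, and 41 higher, which is not. The robust fit came within 1.5 times for the lower genes with 34, and so did the fit with the replicate number as a block. With one library left out, all 3 counts came within 1.5 times without 5XFAD replicate 3 and without 5XFAD;Neu cKO replicate 1, and the higher genes also without 5XFAD replicate 1. DESeq2's size factors in edgeR, filterByExpr and leaving out mitochondrial genes did not close any of the 3 gaps.

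Of the genes the paper calls, 43 were not past the threshold in edgeR, among them Apoe, Ppp3r1, Syt1, Syt5, Pclo, Ctbp1, Sv2a, Trio and Syngr1. DESeq2 called all 43. Of those named here, Apoe was also called by the robust fit, and Trio with no filter and the robust fit. The fit with the replicate number as a block also called Apoe, Pclo, Sv2a and Trio. Apoe and Trio were called in some fits that left out one library, 1 for Apoe and 3 for Trio. With the mitochondrial base as a covariate, chosen after seeing the values, Apoe and Trio were called.

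The paper reports lower Idol messenger RNA in cortices of 5XFAD;Neu cKO mice by quantitative PCR (Figure S1). In the counts analysed here, Mylip had a log2 fold change of 0.39 with a standard error of 0.25 (adjusted p = 0.777, edgeR), the opposite direction within the spread between libraries.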

Other observations

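The explanations tested in this part were set beforehand for the number of genes, for Thy1, for the share of microglia, for nuclear RNA and for brain regions. The tests of unequal loss, library size, GC content and length, maternal line, mt-Tl1, Oxt and Avp, and Mylip were chosen after the result was seen.

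Of 100 splits of the 10 libraries into 5 and 5, drawn from the 126 possible and the real one included, 1 gave 42 or more genes past the threshold, which was the real one. The largest other split gave 32 genes and the median split 0.

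Microglial genes were lower in the libraries labelled 5XFAD;Neu cKO. A difference in library size is argued against, since the 5 genes named in the paper's text stayed past the threshold with every library thinned to 4320504 reads (largest adjusted p = 0.00301; 46 genes past it, 37 of them among the 42). A trend with GC content and transcript length is argued against too. With each library's trend removed, which moved single genes by up to 0.18 on the log2 scale, the microglia list had a median of -0.53, against -0.55 before over the same 13491 genes (fry, adjusted p = 0.0113; camera, adjusted p = 1.79e-18). With a score of nuclear-retained RNA as a covariate the list was still lower, with a median of -0.47 (camera, adjusted p = 1.13e-13; fry, adjusted p = 0.0444). The score itself did not differ between the groups (exact two-sided permutation test, p = 0.206, n = 5 per group), and the list of nuclear-retained RNA was higher by a median of 0.10 (17 of 20 genes, camera, adjusted p = 0.0283), which held in 4 of the 10 fits that left out one library, with an adjusted p of 0.220 without 5XFAD replicate 2. A smaller share of microglia in the tissue may be the explanation. The medians of homeostatic and plaque-associated genes differed by -0.019 on the log2 scale over genes in one list only (permutation test across genes, p = 0.921). Genes are not replicates, so this does not show that both fell equally. With one library left out the list medians ran from -0.598 to -0.391 for homeostatic and from -0.63 to -0.369 for plaque-associated microglia. A lower level of these genes per cell would give the same values. An equal fractional loss of every microglial transcript is argued against, because changes over the 29 genes, from -1.21 for C1qb to 0.61 for Spi1, were more unequal than edgeR's standard errors give (Cochran's Q with its chi-square approximation, n = 29 genes, which are not independent replicates, p = 0.0072, and 0.0154 without Spi1). Genes that other cells also express would fall less, which was not tested. The paper reports a smaller IBA1-stained area in cortices of 5XFAD;Neu cKO mice, which it takes as less microgliosis. It also reports unchanged proportions of cell types in its single-nucleus data, which came from fewer mice. Neither measurement was analysed here.

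Thy1 was lower, with a log2 fold change of -0.42 (standard error 0.07, adjusted p = 0.000826, edgeR), while App was at -0.05 (adjusted p = 0.934). A general fall of neuronal transcripts as large as that of Thy1 is argued against by the excitatory neuron list. The median of that list was 0.0528 (bootstrap over genes, not mice, 95% interval -0.066 to 0.17), with 0 of its 15 genes as low as Thy1. A smaller fall is not excluded, as 24 of 33 synaptic vesicle genes were lower, with a median of -0.064. The 5XFAD transgenes carry Thy1 sequence, so a difference in transgene expression stays open. If the transgenes were less expressed in the libraries labelled 5XFAD;Neu cKO, amyloid and the microglial response to it would be open to the same influence, which was not tested.

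A maternal line that differs between the groups, if the inferred mitochondrial base marks one, was tested with that base as a covariate. That it is the whole cause of the genes called is argued against, as 35 of the 42 stayed past the threshold with the base as a covariate, with Ctsd, Ctss, Csf1r, Tyrobp and Gfap among them, although each kind of library held only 1 of one of the groups. Litters were not used here, so a shared mother or cage stays open.

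A different share of striatum, hippocampus or thalamus in the dissected cortex was not seen, but not excluded. The smallest adjusted p of the 3 lists was 0.354 (camera, for hippocampus), with medians of -0.033, -0.035 and -0.084 and members going both ways (9 of 15, 6 of 12 and 8 of 13 genes lower). These lists cannot be told apart from no change. Choroid plexus genes had a median of 0.17 (camera, adjusted p = 0.613), and activity-regulated genes of 0.22 (13 of 16 higher, camera, adjusted p = 0.00648), called in 8 of the 10 fits that left out one library, with 0.198 without 5XFAD replicate 2.

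Oxt and Avp were chosen after their values were seen. Oxt was lower in the libraries labelled 5XFAD;Neu cKO (log2 fold change -2.40, adjusted p = 0.000932, edgeR), with 0 to 66 reads against 16 to 195. Avp had a log2 fold change of -1.41, with 9 to 53 reads against 39 to 108, and did not pass (adjusted p = 0.070, edgeR). The groups overlapped in both genes. Hypothalamus carried into some dissections is a candidate explanation. A list of 16 other hypothalamic genes, written after Oxt and Avp were seen, had a median log2 fold change of -0.33 with 12 lower, and did not pass (limma's fry on all libraries, n = 10, p = 0.0692), so it cannot be told apart from a change of these genes.

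mt-Tl1 lies directly beside mt-Rnr2, which was lower as well. Reads of mt-Rnr2 that run into mt-Tl1 could carry its fall. Within genotypes both varied together with Pearson's r = 0.583 (10 libraries, permutation test, p = 0.0880, adjusted over 3 relations 0.0880; Spearman's rho = 0.479, permutation test, p = 0.176), and 0.463 without the 2 libraries farthest from the median. With 10 libraries this does not decide it.

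Mylip was not lower in the libraries labelled 5XFAD;Neu cKO (exact two-sided permutation test, p = 0.254, n = 5 per group). Reads at the 3′ end of the transcript may still be made after the excision, and cells other than neurons also express the gene. Counts summed per gene cannot be told apart by exon. An exchange of all labels between the groups would leave Mylip lower in the libraries labelled 5XFAD. Of these 5, 0 had less Mylip than every library labelled 5XFAD;Neu cKO. This count rests on 5XFAD;Neu cKO replicate 5, at 7.18 CPM. The next lowest of that group, replicate 2 at 14.35 CPM, lay above every library labelled 5XFAD except replicate 3 (14.67 CPM). With a partial loss in whole cortex, Mylip alone cannot tell an exchange of labels from none. The paper reports smaller IBA1-stained and GFAP-stained areas in brain sections of 5XFAD;Neu cKO mice, which is protein rather than RNA. An exchange of all labels would make 28 of 29 microglial genes (median -0.53) and Gfap (-0.88) higher in the knockout. For these genes this argues against an exchange of all labels. Every direction given here rests on the labels.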
